# Gene expression changes within Müller glial cells in retinitis pigmentosa

**Published:** 2012-05-09

**Authors:** Karin Roesch, Michael B. Stadler, Constance L. Cepko

## Abstract

**Purpose:**

Retinitis pigmentosa (RP) is a progressive retinal degeneration in which the retina loses nearly all of its photoreceptor cells and undergoes major structural changes. Little is known regarding the role the resident glia, the Müller glia, play in the progression of the disease. In this article, we define gene expression changes in Müller glial cells (MGCs) from two different mouse models of RP, the retinal degeneration 1 (rd1) and rhodopsin knockout (Rhod-ko) models. The RNA repertoire of single MGCs was comprehensively profiled, and a comparison was made between MGCs from wild-type (WT) and mutant retinas. Two time points were chosen for analysis, one at the peak of rod photoreceptor death and one during the period of cone photoreceptor death.

**Methods:**

Retinas were dissociated, and single MGCs were chosen under a dissecting microscope using a micropipette. Single cell cDNAs were generated and genome-wide profiles were obtained by hybridization to Affymetrix arrays. A comparison was made among all samples to discover the changes in gene expression during the periods of rod and cone photoreceptor death.

**Results:**

MGCs respond to retinal degeneration by undergoing gliosis, a process marked by the upregulation of glial fibrillary acidic protein (*Gfap*). Many additional transcripts were found to change. These can be placed into functional clusters, such as retinal remodeling, stress response, and immune-related response.

**Conclusions:**

A high degree of heterogeneity among the individual cells was observed, possibly due to their different spatial proximities to dying cells and/or inherent heterogeneity among MGCs.

## Introduction

Many degenerative diseases of the retina involve the loss of photoreceptor cells. These diseases most often are due to mutations that directly affect the photoreceptor cells (RetNet). Other cell types, such as neurons that are postsynaptic to photoreceptor cells, as well as glial cells, are indirectly affected by these changes within photoreceptor cells. Müller glial cells (MGCs) are the predominant type of glial cell in the vertebrate retina. They are likely sensitive to changes in the status of photoreceptor cells, as MGC processes ensheathe the photoreceptors, and MGCs offer various types of support to the photoreceptor cells (reviewed in [1]). Müller glial cell bodies localize to the middle of the inner nuclear layer. In addition to processes that ensheathe the photoreceptors, MGC radial cell processes span the entire retina. In contrast to glial cells in other regions of the central nervous system, where the cells greatly outnumber neurons, MGCs account for only 2% to 5% of the total retinal cell population [2,3]. In the healthy retina, they contribute to various essential functions, including structural support to neurons, neurotransmitter recycling, regulation of ion homeostasis, glia-neuron communication, glutamate metabolism, maintenance of the blood–retinal barrier, and energy provision [1,4,5]. They also have been reported to function as light pipes that transmit light across the retina to the photoreceptors [6]. MGCs are dynamic cells that express many receptors that enable the cells to respond to their environment [4]. They can react to various molecules such as neurotransmitters, growth factors, and cytokines. MGCs can also modify neuronal activity by secreting various growth and neurotrophic factors [7-12].

MGCs respond to insults to the retina through a process referred to as gliosis [1,13]. The function of gliosis is poorly understood. Even fundamental aspects, such as whether gliosis is protective or destructive, are not understood [1,14]. No studies have been performed to systematically characterize the gene expression response of MGCs during the progress of retinitis pigmentosa (RP), a common inherited disorder of the retina (Retnet). The most well known aspect of the glial response is that MGCs upregulate the intermediate filament protein, the glial fibrillary acidic protein (GFAP), a protein considered a marker for reactive gliosis not just in the retina but across the entire central nervous system (CNS) [13,15]. GFAP expression is increased in response to a wide range of insults. In other areas of the CNS, gliosis has been suggested to have numerous beneficial functions, such as providing a physical barrier that protects tissue from further damage [16-20]. However, studies also have suggested detrimental effects, such as inhibition of axon regeneration [20-22]. In the retina, the functional consequences of gliosis are unclear.

Retinitis pigmentosa (RP) is an inherited disorder characterized by an initial phase of rod photoreceptor dysfunction and death, followed by cone death. RP has an incidence of about 1 in 3,500–4,000 people [23]. Mutations have been identified in more than 40 genes, with many of these genes expressed only in rods. In fact, the locus with the highest number of disease alleles for the autosomal dominant form of RP is the rhodopsin locus. The current study used two animal models of RP, with mutations in two different rod-specific genes. One mutation is in the rhodopsin locus, where no protein is made (Rhod-ko) [24], and the other is in the *Pdeb* (phosphodiesterase beta) locus where a non-functional protein is made (rd1) [25]. The disease progression in the retina in the two models differs in the kinetics of degeneration. However, both have the same outcome, loss of photoreceptors resulting in a total collapse of the outer nuclear layer [24-26]. In a patient, these two phases of photoreceptor cell death correspond to an initial loss of night vision, followed by tunnel vision. Eventually, an individual with RP loses all vision.

To create a data set that can be further explored regarding the function of MGCs during gliosis, we sought to create a comprehensive catalog of changes in gene expression in MGCs during RP. As MGCs are only a small percentage of all cells in the retina [3], we chose to profile several single MGCs from wild-type (WT) and diseased retinas. The transcription profiles of single MGCs at two different stages of disease and in the two models of RP mentioned above were established using Affymetrix microarrays. The data from each cell were compared to profiles from WT controls, as well as each other’s profiles. We used the five previously published MGCs characterized by our laboratory as the adult WT controls [27]. We also profiled three additional WT glial cells picked from a WT strain congenic with the strain carrying the rd1 mutation. The results provide a survey of molecules with increased or decreased expression in MGCs during photoreceptor cell death. A substantial number of genes were found to be coregulated with the gliosis marker *Gfap*. We discuss how these changes might alter MGC activity and how these changes might affect the surrounding neurons. More detailed knowledge of the role of MGC gliosis during photoreceptor cell loss could potentially lead to novel concepts and ideas for therapeutic strategies for RP.

## Methods

### Animals

WT mice (C57/BL6) and rd1 (FVB) mice were purchased from Charles River Laboratories (Wilmington, MA). The rd1 mice carry a mutation in the β-subunit of cGMP phosphodiesterase (*PDE6B*). Congenic FVB mice were purchased from Jackson Laboratories (stock number 4828l, FVB.129P2-Pde6b^+^Tyr^c-ch^/AntJ; Bar Harbor, ME). The Rhodopsin knockout (Rhod-ko) mice are deleted in the rod-specific rhodopsin gene and were a gift from J. Lem (Tufts University, Boston, MA) [24].

### Isolation of single Müller glial cells and cDNA amplification

Isolation of single MGCs and cDNA amplification were performed as described in [27-31]. Retinas were dissected from several different litters of Rhod-ko and rd1 (FVB) animals at 8 and 25 weeks, and at 13 days postnatal (P13) and 5 weeks of age, respectively, as well as at P13 from the control congenic FVB mice. The retinas were dissociated with papain (Worthington Biochemical, Freehold, NJ) with gentle trituration. Dissociated cells were viewed under a dissecting microscope, and MGCs were selected as single cells based upon their distinct morphology. cDNAs were generated with reverse transcription using Superscript II (Invitrogen, La Jolla, CA) and a modified Oligo dT primer: TAT AGA ATT CGC GGC CGC TCG CGA TTT TTT TTT TTT TTT TTT TTT TTT (Oligos Etc., Wilsonville, OR), followed by poly(A) tailing using TdT (Roche, Nutley, NJ), and polymerase chain reaction (PCR) amplification using LA Taq polymerase (Takara Mirus Bio, Shiga, Japan) [31].

### Affymetrix array hybridization

Detailed procedures have been previously described in Trimarchi et al. [31] and Roesch et al. [27]. Briefly, samples were labeled with 25 uM biotin N6 ddATP and hybridized to mouse genome 430 2.0 Genechip oligonucleotide arrays (Affymetrix, Santa Clara, CA). The slides were scanned using a GeneChip Affymetrix Scanner 7G. Signals from microarrays were further processed by using Affymetrix MicroArray Suite Software (MAS 5.0). The resulting data were exported as tab delimited text files to Microsoft Excel (Microsoft Corporation, Redmond, WA; Microsoft Excel 2008 for mac, version 12.2.5). Appendix 1 lists the signal levels for all cells profiled in this study and the previously published WT MGCs [27] used for comparison. The raw and processed data files can be accessed through NCBI Gene Expression Omnibus (GEO) Series accession number GSE35386.

### Data analysis

A detailed description of Affymetrix data analysis has been previously published in Trimarchi et al. [31] and Roesch et al. [27]. Multiple probe sets corresponding to a single gene were combined by selecting whatever probe set gave the highest value in a particular cell, and median expression levels were calculated. From the distribution of median expression levels (x-Axis is logarithmic), an initial peak of low expressed genes (probably off) can be observed, followed by a tail on the right side (probably on; see “median expression distribution” in Appendix 2). Already the lowest median expression threshold of 500 separated this tail from the initial peak, and higher stringencies of 1,000 and 2,000 worked even better. 

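Genes that MGCs are known to use strongly passed the highest threshold over the 28 arrays, among them the glial enzyme Glul, the filament gene Vim and the antioxidant gene Sod1. Of 18194 genes measured here by probe sets with a single gene symbol, 3537 (19.4%) had a median signal of at least 500, 2378 (13.1%) of at least 1,000 and 1505 (8.27%) of at least 2,000. The gliosis marker Gfap also passed at 2,000 when the highest of its probe sets in each cell was used.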

From the initial approximate 20,000 genes, this filtering on the median expression retained about 6%–12% of the genes: 3,519 genes, 2,368 genes, and 1,508 genes for thresholds of 500, 1,000, and 2,000, respectively. To analyze the coregulated genes, a median expression threshold (i.e., at least half of the genes will be expressed at a higher level than the threshold) for an upregulated gene to be included in the analysis was set to 2,000, and any other gene that did not fulfill this criteria was filtered out. For downregulated genes, a median expression threshold of 2,000 had to be achieved by at least three out of five cells in the WT samples. The resulting scaled values were equally distributed into five bins. Probe set pairs were then analyzed for association using a contingency table, and a p value for significance was calculated using Fisher’s exact test. The data are represented in table format or visualized in Java TreeView (version 1.1.5r2) [32]. Tables contain the resulting p values of coregulation of any gene (row) with the gene of interest(s).

## Results and Discussion

### Gene expression changes during gliosis defined with microarray analysis

MGCs were isolated from dissociated retinas at several time points. 

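The series held 28 arrays, each hybridized with amplified cDNA of 1 cell picked as an MGC. Adult WT retinas gave 5 cells, from animals older than 21 days according to the paper and older than 25 weeks according to the sample labels. Rhod-ko retinas, which lack rhodopsin, gave 5 cells at 8 weeks and 5 cells at 25 weeks. Retinas with the rd1 mutation of phosphodiesterase beta on the FVB strain gave 5 cells at P13 and 5 arrays at 5 weeks, and congenic FVB mice without the mutation gave 3 cells at P13. Arrays A5 and A6 of rd1 at 5 weeks were nearly the same. Of the 5554 probe sets with a mean of at least 500 in this pair, 98.9% were within 2-fold (Pearson r of log2 signals 0.989), against at most 46.1% (r at most 0.764) for the other 377 pairs of arrays. They were averaged and counted as 1 cell, which leaves 4 cells for rd1 at 5 weeks and 27 cells in all. The authors processed the arrays with MAS5, which gives a linear signal for each probe set and scales every array to the same trimmed mean (500.0 here). As in the methods, a gene took the highest of its probe sets in each cell. A gene is called on in a cell at a signal of at least 2,000, the paper's main threshold. The number of genes on ranged from 1847 to 2603 per cell in adult WT (median 2197), from 1970 to 2363 in Rhod-ko at 8 weeks (2038) and from 2670 to 3123 in Rhod-ko at 25 weeks (3028). It ranged from 2927 to 2998 in congenic FVB (2971), from 2841 to 3072 in rd1 at P13 (2934) and from 1858 to 3208 in rd1 at 5 weeks (2336.5). The sources used here name no animal for any cell, so each condition is 1 sample of several cells and no test between conditions was run. Differences are those of the group medians of log2 signal, floored at 1,000, and a difference of 1 (2-fold) is a rule of size, not a test. A difference from a group whose median lies under the floor is a bound on the difference of medians only, as single cells of that group can have the gene on and the means can lie closer together. Rhod-ko cells and rd1 cells at 5 weeks were compared with adult WT, and rd1 cells at P13 with congenic FVB. The median difference of a gene list is placed among 10000 random lists of the same size, matched on mean expression, as a description of these cells. The main gene lists, comparisons and thresholds were fixed before the data were examined. Some alternatives, such as p under 0.05 and other Gfap probe sets in the association, were chosen after the results were seen. The averaging of A5 and A6 followed the comparison of the arrays.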

As the morphology of single MGCs following dissociation is characteristic, this criterion was used for their selection [27]. The signals from the microarrays confirmed that these cells were indeed MGCs (e.g., see the signal for vimentin [*Vim*]). 

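Vim, which encodes the filament protein vimentin of glia and also of endothelial cells, was on in all 27 cells, at signals from 17627 to 111666. Of 19 genes typical of MGCs, such as Glul, Rlbp1 and Aqp4, 13 to 18 were on in the adult WT cells, 14 to 17 and 17 to 19 in the Rhod-ko cells at 8 and 25 weeks, and 17 to 18 in the rd1 cells at 5 weeks. At P13 the rd1 cells B4, A4 and B3 had 15, 15 and 17 of them on, rd1 cells A1 and B1 had 7 and 5, and the congenic FVB cells A3, A4 and A5 had 6, 6 and 3. Of 11 vascular markers, congenic A3, A4 and A5 had 8, 6 and 7 on and rd1 A1 and B1 had 8 each, while every other cell had at most 3. The endothelial junction gene Cldn5 reached 27797 (median) in the congenic cells, 23455 in rd1 A1 and 24580.4 in rd1 B1. Of 17 markers of microglia and macrophages, Rhod-ko 8 weeks cell 7 had 7 on, with the receptor gene Csf1r at 118151 and the adaptor gene Tyrobp at 35029.8, and every other cell had 0 or 1. Of 15 rod genes, the P13 cells of both strains had 5 to 12 (congenic) and 8 to 11 (rd1) on, Rhod-ko 8 weeks cells 7 and 8 had 8 and 7, and all other cells had at most 4. Cell A1 of rd1 at 5 weeks had 6 of 10 cone, 6 of 10 bipolar, 6 of 10 amacrine and 6 of 11 ganglion cell markers on, and rd1 P13 cell A4 had 6 ganglion cell markers on, while the other cells had at most 4 of any of these 4 sets.

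**Figure D1:**
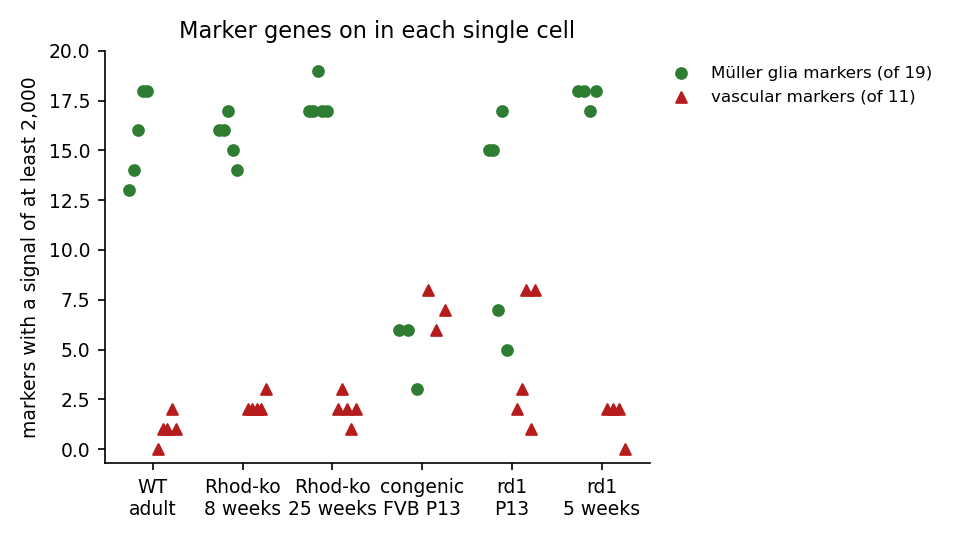
Number of 19 MGC markers (circles) and 11 vascular markers (triangles) with a signal of at least 2,000 in each of the 27 cells, by condition. The congenic FVB cells and rd1 P13 cells A1 and B1 lie at 3 to 7 MGC markers and 6 to 8 vascular markers, and all other cells at 13 to 19 and 0 to 3.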

Single cells were collected at the peak of the rod and cone cell death phases. Death kinetics in both models in our colony have been previously established and described in Punzo et al. [26]. In the rd1 model, the peaks of the two cell death waves are at P12 and week 5. In the Rhod-ko model, the corresponding time points are 8 weeks and 25 weeks. To examine whether a known marker of gliosis, *Gfap*, was upregulated in the MGCs from the mutants, the RNA levels for this gene were examined. Robust expression of *Gfap* was found in most cells (four of five) from the Rhod-ko and rd1 model at the early time point. At the late time point in rd1, five of five cells expressed *Gfap*, and only one of five of Rhod-ko cells also had significant levels at the later time point. No RNA was detected in the WT cells at the adult stage (zero of five) or at P13 (zero of three) in the congenic rd1 animals.

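Gfap encodes the filament protein that marks glial reactivity. Measured by the probe set named in the Figure 1 legend, it was on in 0 of 5 adult WT cells, where its highest signal was 198, and in 0 of 3 congenic FVB cells, where it was 85.7. In Rhod-ko at 8 weeks it was on in cells 2, 3, 7 and 8, at 83415, 6369, 25767 and 29276, and cell 1 had a signal of 2.7. At 25 weeks only cell A3 had Gfap on, at 29918, and cell A5 came next at 1803. Among rd1 cells at P13 it was on in B4, A4, B3 and B1, at 22705, 19023, 11717 and 3684.5, and not in A1 (47.4). At 5 weeks cells A1 and B1 were on, at 4301 and 13836, while A8 had 211.0 and A5/A6 had 11.1. A second Gfap probe set gave 3004 in A8 and 12136 in A5/A6, so 4 of 4 rd1 cells at 5 weeks were on by the highest of the probe sets. By that measure 1 adult WT cell, MG16, was also on (4047 on the third probe set). The exact 95% binomial interval of a share, for counting error only, is 0 to 52.2% for 0 of 5 cells, 0 to 70.8% for 0 of 3, 0.505 to 71.6% for 1 of 5, 6.76 to 93.2% for 2 of 4, 28.4 to 99.5% for 4 of 5 and 39.8 to 100% for 4 of 4. These intervals apply to any gene with such counts.

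**Figure D2:**
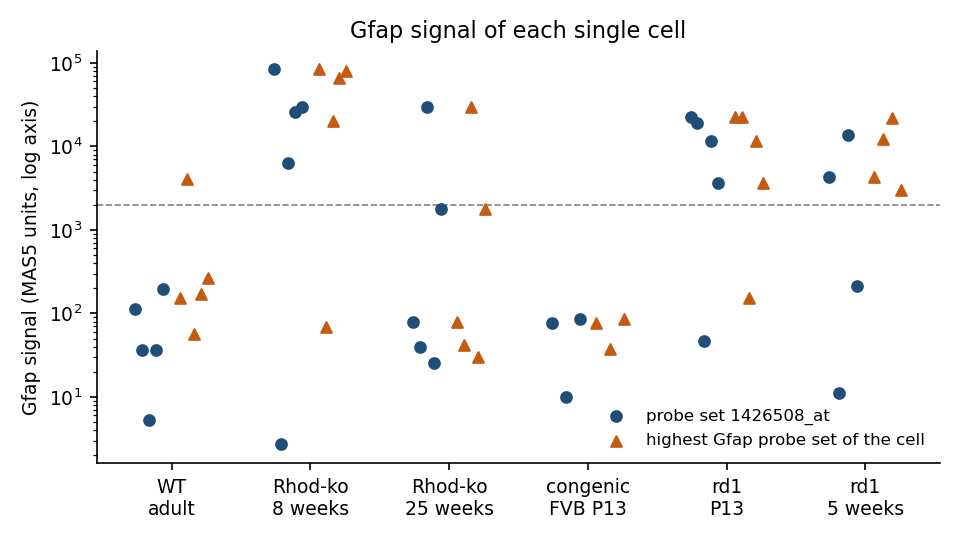
Gfap signal of each cell (MAS5 units, log axis) by condition, for the probe set named in the Figure 1 legend (circles) and for the highest of the Gfap probe sets (triangles). The dashed line marks 2,000, and cells A8 and A5/A6 of rd1 at 5 weeks lie above it by the triangles only.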

To identify other genes induced during gliosis, we ran an analysis to look for genes coregulated with Gfap. The microarray signals for each gene across all cells were compared to the signals for Gfap in each cell. The probability that the observed pattern of expression for Gfap and each gene was by chance was computed using Fisher’s exact test. In Appendix 3 “p-vals distribution,” the number of genes coregulated with Gfap are plotted against their p values (Appendix 4, Appendix 5, Appendix 6). The expression levels for a selected subset of genes with significant p values are represented in detail as a heatmap in Figure 1. Clearly noticeable is a cluster of upregulated genes at the peak of rod cell loss in the Rhod-ko. 

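Many genes of mitochondrial respiration and of the ribosome had higher medians in Rhod-ko cells at 8 weeks than in adult WT cells. Of 63 genes of oxidative phosphorylation, 37 had a median at least 2-fold higher and 5 at least 2-fold lower (median difference 1.30 on the log2 scale, percentile 99.1). Ndufa2, a subunit of complex I, had a median of 98079.6 in these cells and 53.1 in adult WT, and Cox4i1, a subunit of cytochrome oxidase, 72656 and 202, with 39047 and 6517 in the WT cells MG15 and MG3. Subunits of complex II went the other way, with log2 differences of -2.48 for Sdhc and -2.28 for Sdha. Of 46 cytosolic ribosomal protein genes, 19 were higher and 7 lower, with Rpl41 at 314289 against 30861 (median difference of the list 0.44, percentile 91.6). Rod markers were higher in 5 of 15 cases in the same comparison, with Sag up to 61069.6. At 25 weeks 26 genes of oxidative phosphorylation were higher and 7 lower (median difference 0.44, percentile 83.4), which became 17 and 22 (-0.47) under a scaling to the same 90th percentile, and 7 ribosomal protein genes were higher and 8 lower (median difference 0, percentile 33.4). S100a1, a calcium sensor, and Lgals1, the lectin galectin-1, differed by 6.36 and at least 6.35 at 8 weeks, with adult WT signals up to 16521 and 4771. Cell 1, the one Rhod-ko cell at 8 weeks without Gfap, had these genes on too, with Ndufa2 at 156065 and Lgals1 at 167588. The 100 strongest genes took 25.8 to 35.1% of the signal on the Rhod-ko 8 weeks arrays and 15.5 to 21.5% on the adult WT arrays. The 3' to 5' signal ratio of the Gapdh control probe sets was 3.95 to 18.2 and 0.554 to 4.06.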

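In rd1 cells the respiration genes Ndufa2 and Cox4i1 and the kinase inhibitor gene Pebp1 had lower medians than in Rhod-ko cells at 8 weeks. Ndufa2 had a median of 8084 in rd1 at P13 and 15141 at 5 weeks, and Cox4i1 23156 and 16029. Pebp1, which inhibits Raf, had 28141 and 40840.4, against 236565 in Rhod-ko at 8 weeks. Cells of 1 group differed widely: Atxn10 ranged from 904 to 25152 at P13, and Rnf187 from 2325 to 21919 at 5 weeks. Against adult WT, 28 of the 63 genes of oxidative phosphorylation were at least 2-fold higher in rd1 at 5 weeks and 8 lower (median difference 0.75, percentile 98). At P13, 8 were higher and 2 lower than in the congenic FVB cells (median difference 0.25, percentile 76.6), which had most vascular and few MGC markers on. Ribosomal protein genes were higher in 11 cases and lower in 2 at 5 weeks (0, percentile 30.9), and at P13 none differed by 2-fold (-0.09, percentile 0.29).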

Similar clusters, though at lower expression levels and more variegated, can be observed across the MGCs taken from the degenerating rd1 retinas at either time point. In the sections below, we discuss and speculate about the potential roles of the genes that exhibit changes in expression levels, as well as the difficulties encountered in our approach.

**Figure 1:**
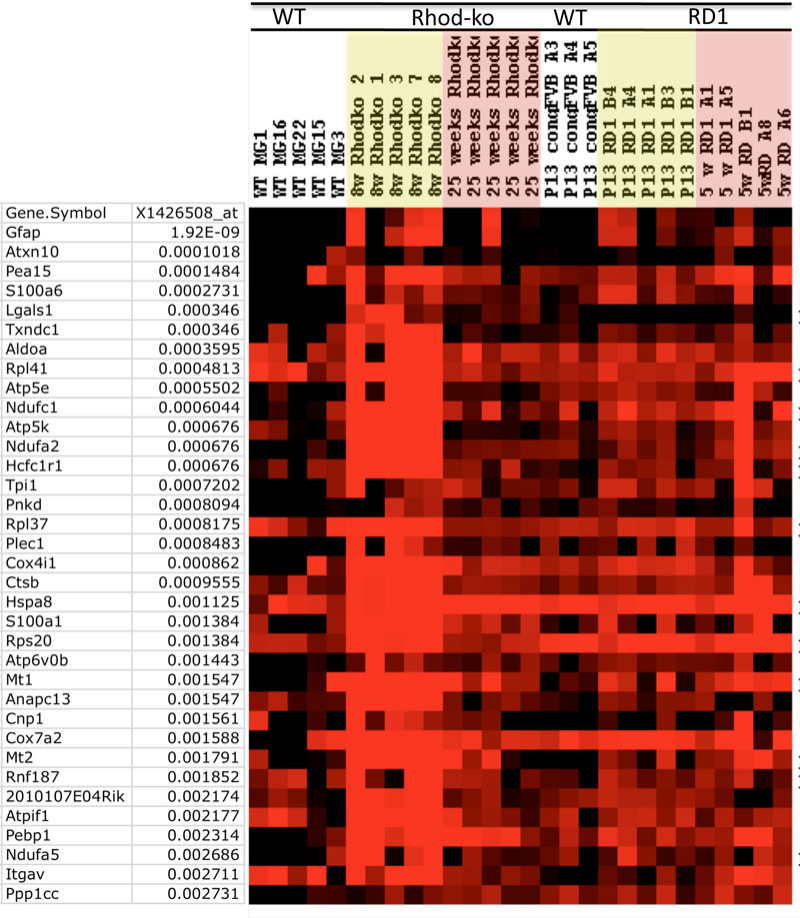
Single cell transcriptional profiles of genes highly associated with *Gfap*. Single MGCs were picked from dissociated retinas from two strains of degenerating retinas and from WT retinas. Single cell RNAs were reverse transcribed, amplified with PCR, and applied to Affymetrix microarrays. Columns represent the signal from single cell samples, rows represent genes. A heatmap was generated in TreeView such that bright red represents >10,000, and black <1,000, varying shades of red the values in between. A Fisher’s exact test was run to find genes that were coregulated with *Gfap* (Affymetrix identifier X1426508_at). All the top hits for genes coregulated with *Gfap* and their corresponding p values are shown. MGC samples: WT=wild-type, Rhod-ko=Rhodopsin knockout model, rd1=phosphodiesterase beta 1 rd1 mutant on the FVB strain background, and cong FVB is a WT control for rd1 on a congenic FVB background. Time points chosen are >21 days for WT, and 8 weeks and 25 weeks for the peaks of the two cell death waves in the Rhod-ko model. The corresponding time points in the rd1 are postnatal day P13 and 5 weeks. MGCs from congenic FVB at P13 were profiled as WT samples that are better age matched to the early cell death wave in the rd1 model.

### Challenges in profiling single Müller glial cells

There are two advantages to using single MGCs for this analysis. As mentioned above, the percentage of MGCs in the WT retina is only 2%–5% [3]. Total tissue RNA preparations thus will not reveal genes that are at modest or low levels of expression within MGCs. Second, our previous single cell profiling of many types of retinal cells was undertaken with single retinal cells as we wished to examine cell types for their heterogeneity. As WT MGCs were included within this set, it was then a control set for comparing MGCs from diseased retinas. Examining the heterogeneity of response of MGCs to disease was also of interest. Previous studies, which characterized the entry of MGCs into the cell cycle following acute insults, showed that only a subset of MGCs responded by entering the cell cycle [33-39]. Single cell profiles might thus contribute to an understanding of this type of heterogeneity in the cellular response.

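The genes that ranked closest to Gfap over the 28 arrays included Ctnnb1, the adhesion and Wnt signalling gene beta-catenin, whose signals went against those of Gfap, the cyclin gene Ccnd3, the dynactin subunit gene Dctn4, and the respiratory chain gene Cox6b1. Of the 1505 genes with a median of at least 2,000, 19 had a p under 0.01 from Fisher's exact test of association with Gfap, Gfap itself included. Of these, 17 varied with Gfap and 2 against it, and none had a p under 0.05 after Benjamini-Hochberg adjustment. With 200 genes drawn at random in place of Gfap, the median count of other genes was 34.5 (5th to 95th percentile 12 to 113), and Gfap, with 18, lay at percentile 16.5 among them. The count was 11 without Rhod-ko 8 weeks cell 8 and 39 without cell 2. The bins of this probe set were of equal width between 2.7 and 83415. Cells with Gfap on at 3684.5 to 13836 thus shared the lowest bin with the cells without it, and cell 2 alone lay in the highest. The percentile of Gfap can reflect this binning. Bins on the log2 scale gave 23 genes. When the highest Gfap probe set in each cell was used, an alternative chosen after seeing the data, 87 genes had a p under 0.01 (86 without Gfap, percentile 89.2 among the random index genes), led by Pea15a, an inhibitor of apoptosis signalling, Atxn10, Cox7a2, S100a6 and Lgals1. After Benjamini-Hochberg adjustment Gfap alone of the 87 stayed under 0.05, with Pea15a and Atxn10 next at 0.051. The p-values describe association across cells, which are not independent replicates.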

Only a handful of highly significant results were obtained (in the order of what is expected by chance given the p value cutoff). That does not necessarily mean that the results obtained are purely random—but that the type of data analyzed is rather noisy, thus limiting the statistical power. The obtained ranking of genes will still tend to put the biologically important ones toward the top of the list. In this case, there could be many false positives among the potentially true positives. However, there is also a difficulty inherent in using single cell profiling to unmask heterogeneity. If heterogeneity is significant, it presents a burden in statistical analysis. This problem is difficult to address because in the case of single cell expression data, replicates are not available. The low number of significant results in this data set might also depend on the additional filters applied (e.g., median expression level). This makes the analysis more stringent and goes beyond what the p value expresses. Nevertheless, it is a fair assumption that the data are relatively noisy and the statistical power is limited.

MGCs have been suggested to form functional columns with neurons as well as with each other [40-42]. In rodents, up to approximately 30 rods can be associated with one MGC [43]. Interestingly, cones do not belong to these columnar units, and are considered “extra-columnar” [43]. Within a column, MGCs are assumed to communicate with each other in coordinated ways via gap junctions [44]. MGCs can be recruited to or can leave the column, but neighboring columns do not necessarily have to provide the same function [45]. In keeping with this idea, we found significant heterogeneity among WT MGCs in our previous study [27]. 

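The 5 adult WT cells differed from one another in genes with strong MGC roles. Crym, which encodes the thyroid hormone binding protein mu-crystallin, had signals of 176, 4, 143, 21873 and 92349.6 in cells MG1, MG16, MG22, MG15 and MG3. Mfge8, which bridges dying cells to phagocytes, had 25.5, 29.4, 7, 23066 and 25841 in the same order. Genes without a special MGC role, such as Cox4i1 (172, 202, 56.4, 39047 and 6517), Prdx2, Pkm and Mif, split the cells in the same way. Others, such as Ldha, on in MG1 and MG15, split them otherwise. With 1 array per cell, a difference between cells cannot be told apart from one between arrays. Clu and Apoe, which encode secreted apolipoproteins, were on in all 5, at 42981 to 146783 and 27794 to 78342. The Pearson r of log2 signals (floored at 100) between pairs of adult WT arrays was 0.308 to 0.473, while it was 0.571 to 0.647 between Rhod-ko arrays at 8 weeks and 0.542 to 0.612 at 25 weeks.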

Heterogeneity in disease response might then be expected due to this inherent heterogeneity among the WT cells. Additional variability likely would stem from the different ages and time points at which cells were collected in different mutant animals as well as from differences in the location of individual cells. Cell death in RP spreads from the center to the periphery of the retina, and therefore, cells originating from the center versus the periphery might differ. In the teleost retina, spatial diversity and heterogeneity have been previously suggested based on variable levels of proliferation among MGCs in correlation with the most severely damaged photoreceptors [46]. However, even in one location, not all MGCs enter into the cell cycle following an insult, suggesting heterogeneity in response even in one location [39,47,48].

Validation of the microarray results using in situ hybridization (ISH) for genes that change in MGCs during disease was undertaken. However, the results were difficult to interpret. Glial transcripts are dispersed throughout the cell body, resulting in ISH signals that are diffuse. Additionally, slow degeneration due to photoreceptor cell loss, particularly as occurs in the Rhod-ko retina, likely does not give striking changes in MGCs. Finally, staining observed at the inner and outer limiting membranes, structures defined by MGC processes, was difficult to assess, as non-specific staining was sometimes observed in these locations. All of these features made quantitative comparison among MGCs using ISH difficult. However, in our previous studies of many types of single retinal cells, we performed ISH using several hundred probes to examine gene expression patterns suggested by the microarrays [31,49]. In each case, the microarray data were shown to accurately represent the expression pattern. These data suggest that the changes observed among the microarrays in the current study likely reflect changes in gene expression during gliosis among some of the MGCs.

### Gene expression changes during gliosis: Possible functional consequences

The types of processes that one might predict would occur during photoreceptor death include removal of cell debris, restoration of homeostasis, arrest of secondary degeneration, sealing of the lesion site, and tissue reorganization. MGC gliosis likely contributes to some of these aspects. The gene expression changes seen here do in fact support these roles for MGCs during photoreceptor degeneration. 

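Of 24 measured genes of reactive gliosis, 8 were at least 2-fold higher and none lower in Rhod-ko at 8 weeks, 10 and none at 25 weeks, 6 and 2 in rd1 at P13, and 8 and none in rd1 at 5 weeks. The median difference of the list was 0, 0.16, 0 and 0, at percentiles 47.3, 95.2, 47.9 and 42.3 of random lists. S100a6, a calcium binding protein, differed by at least 4.40, at least 3.00, 2.88 and at least 2.21 on the log2 scale in these comparisons. The protease inhibitor gene Serpina3n differed by at least 4.10 and at least 1.92 in the Rhod-ko cells. Tgfb2, a growth factor, had differences of 3.42, 2.38, 1.49 and 2.82. Adult WT MG22 (5966) and MG15 (5181.5) had it on, near the median of Rhod-ko at 25 weeks (5310). At P13 Tgfb2 ranged from 1420.5 to 8989 in rd1 and from 1310 to 3348 in congenic FVB. In 10 to 12 of the 24 genes both medians lay under the floor in the comparisons with adult WT. The congenic FVB cells behind the P13 values had most vascular and few MGC markers on.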

The results discussed below focus on these features.

### Remodeling

As the retina loses all of its photoreceptors, the outer nuclear layer collapses. However, the inner neural retina remains relatively intact for an extended period, although there are changes in the neuronal processes [50]. Eventually, many cells in the inner layer also die. There is evidence that MGC gliosis may play a role in protecting the retina from the spread of cell death by establishing new boundaries [51]. Indeed, one of the genes with the most prominent association with *Gfap* is plectin (Figure 2), a linker molecule among the three main components of the cytoskeleton and between plasma membrane junctions. 

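Plec, which encodes the cytoskeletal linker plectin, was on in 0 of 5 adult WT cells, where its highest signal was 1192. The gene was on in 4 of 5 Rhod-ko cells at 8 weeks, at 11525 to 37617, and not in cell 1 (283), the cell without Gfap. At 25 weeks it was on in 4 of 5 cells, with a median of 3718, including A1, A2 and A4, in which Gfap was not on. In rd1 cells it was on in 3 of 5 at P13 and 2 of 4 at 5 weeks, and in congenic FVB in 2 of 3, at 12820.0 and 6261. The strongest rd1 signals at P13 were in B1 and A1 (21014 and 15419), the cells with most vascular markers on. By association with Gfap, plectin ranked 22 of 1505 genes, and 17 with the highest Gfap probe set.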

Other intermediate and microfilament related genes, such as vimentin and stathmin 1 (a regulatory protein of microtubule dynamics), are highly expressed in MGCs from WT and mutant retinas (Figure 2). 

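Signals of vimentin hardly differed between groups, with medians from 36807 in rd1 at P13 to 56047 in rd1 at 5 weeks and 53431 in adult WT. Stmn1, which encodes the microtubule regulator stathmin 1, was on in every cell except A5/A6 of rd1 at 5 weeks (113). Its median was 25081 in adult WT, 49555 in Rhod-ko at 8 weeks and 25221 at 25 weeks. Cell 1 of Rhod-ko at 8 weeks had the highest Stmn1 signal of all cells, 165540.0. In association with Gfap, Vim ranked 216 and Stmn1 1477 of 1505 genes.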

High expression levels of intermediate filament proteins and associated proteins might suggest that a stabilization of MGC processes takes place. 

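The signal of Nes, which encodes a filament protein of neural progenitors and of growing vessels, was at least 2,000 in 4 of the 27 cells. These were congenic FVB cells A3 (4844) and A5 (14241), rd1 P13 cell A1 (7979.9) and Rhod-ko 8 weeks cell 8 (2171). The first 3 of these cells had 7 or 8 of 11 vascular markers on, and cell 8 had 3. All other cells had Nes signals of 68.7 to 644.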

Interestingly, the intermediate filament nestin, expressed by neural progenitor cells [52], can also be upregulated in a subset of gliotic MGCs (see the full data set in Appendix 1). 

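Integrin genes were mostly silent, with both group medians under the floor for 19 of 22 in each Rhod-ko comparison and for 20 in rd1 at 5 weeks. Itgav, the alpha chain of the vitronectin receptor, was on in 4 of 5 adult WT cells and all 5 Rhod-ko cells at both ages. Its median was 70306 at 8 weeks, 12791 at 25 weeks and 27093 in adult WT, and 4759 in rd1 at P13. By association with Gfap, Itgav ranked 139 of 1505, and 38 with the highest Gfap probe set. Itgb5, a beta chain that pairs with it, was higher in both Rhod-ko groups, by at least 2.60 and at least 1.26 (log2), and in rd1 at P13 by at least 3.01. Itga6, Itga5, Itga1 and Itgb1 were lower in rd1 than in congenic FVB at P13, where the congenic cells had most vascular markers on.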

Integrins, receptors that mediate cell attachment as well as mobility, are also strongly associated with *Gfap* expression (Appendix 2).

**Figure 2:**
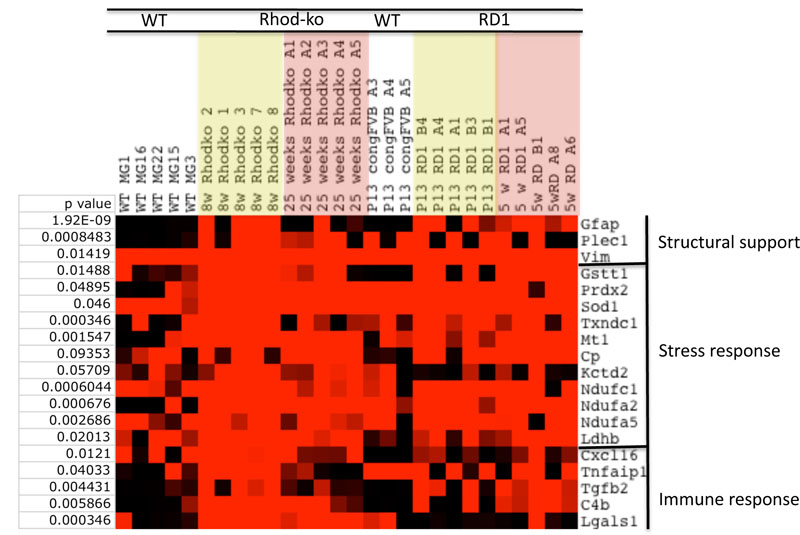
Key features of gliosis. A subset of genes with significant p values (<0.01) compared with *Gfap* expression were distributed into functional groups. Signals from the Affymetrix chip have been scaled such that bright red represents >10,000, and black <1,000, varying shades of red the values in between.

Stabilization of MGC processes could additionally be important for the formation of new boundaries between the apical processes of the MGCs and the retinal pigment epithelium (RPE). These boundaries might protect the retina from further damage, such as intrusive pathogenic factors produced by a possibly ruptured RPE. The newly formed boundaries can be considered light scarring between the retina and the RPE [53]. However, no glial scar in the traditional understanding of a central nervous system (CNS) scar is formed. No molecules known to be expressed in reactive astrocytes and microglia have been found in the MGC profiles [54-58]. In this data set, expression of the inhibitory extracellular matrix molecule, CD44 antigen (*Cd44*), was increased in MGCs during cone degeneration in both models (Appendix 1). 

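Rhod-ko 8 weeks cell 7 had microglia genes on that were rarely on elsewhere. C1qa, the complement subunit made by microglia, was at 10813 there and off in the other 26 cells. Tyrobp was on in this cell and in cell 3 of the same group (22434). Ptprc and Cx3cr1, markers of immune cells and of microglia, had 192 and 419 in cell 7. Lcn2, a secreted protein of reactive astrocytes, was on in 3 of 27 cells, Rhod-ko 8 weeks cell 7 (3219) and 25 weeks cells A1 (3434) and A3 (25996). Of 5 astrocyte markers, 3 were higher in rd1 at P13 than in congenic FVB, with Aldoc, which MGCs also express, at 23750.2 against 2695. The congenic cells had most vascular and few MGC markers on. Against adult WT, 1 astrocyte marker was higher and 1 lower in Rhod-ko at 8 weeks, and none higher and 1 lower in Rhod-ko at 25 weeks and in rd1 at 5 weeks.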

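Cd44, which encodes the hyaluronan receptor, was on in all 5 Rhod-ko cells at 25 weeks and all 4 rd1 cells at 5 weeks, with medians of 6309 and 18878. Adult WT cells had a median of 2071 and signals of 80.1, 8420.2, 10549, 789 and 2071 in MG1, MG16, MG22, MG15 and MG3. The log2 differences from adult WT were 1.61 and 3.17, although MG16 and MG22 lay above the median of Rhod-ko at 25 weeks. At the early time points it was on in 1 of 5 Rhod-ko cells at 8 weeks (cell 2) and 2 of 5 rd1 cells at P13, and in no congenic FVB cell.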

Chondroitin sulfate proteoglycan, *Cspg5*, was upregulated in a subset of MGCs at early time points and in most cells at later time points. However, no other *Cspg*s are expressed in MGCs. 

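Cspg5, a proteoglycan of neural cells also called neuroglycan C, was on in no adult WT cell (highest 433). The gene was on in 1 of 5 Rhod-ko cells at 8 weeks (cell 3, 2957), in 5 of 5 at 25 weeks (median 5246), in 3 of 5 rd1 cells at P13 (median 2093) and in 3 of 4 at 5 weeks (median 3682). Of the 3 congenic FVB cells, A4 alone had it on (3630.0).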

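Cspg4, known as NG2, had its highest signal, 1079, in Rhod-ko 8 weeks cell 8 and was on in none of the 27 cells. Vcan, Acan and Ptprz1, which encode other chondroitin sulfate proteoglycans, were on in no cell, Ncan in 1 Rhod-ko cell at 25 weeks and Bcan in 1 Rhod-ko cell at 8 weeks and 1 rd1 cell at P13. Of 30 genes of matrix and proteoglycans, 2 were at least 2-fold higher and 1 lower in Rhod-ko at 8 weeks, 3 and none at 25 weeks, and 5 and none in rd1 at 5 weeks. At P13, 5 were higher and 7 lower in rd1, the latter with the basement membrane genes Col4a2 (-4.60 or lower on the log2 scale) and Col4a1 (-2.21), which vessels make and which were high in the congenic cells with vascular markers.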

We also found increased hyaluronan expression in the degenerating retina stained with Alcian blue (Alcian Blue 8GX; Sigma–Aldrich, St. Louis MO; Roesch and Cepko, data not shown). All of these data might point to a targeted response within MGCs directed at the extracellular matrix and the structure of MGCs themselves. Indeed, altered expression of adherens junction proteins in the Rhod-ko mouse has been previously reported [59]. Additionally, the outer limiting membrane (OLM) has been shown to be a barrier for PR engraftment in the rat [60,61]. The OLM contains intracellular junctions between PR and MGCs that are defined by expression of *Cd44* [62] and intercellular adhesion molecule 1 (*Icam-1*) [63]. In addition, disruption of the OLM by deletion of the Crumbs homolog 1 (*Crb1*) and zona occludins (*Zo-1*) helps with integrating transplanted PR [60,61].

### Detoxification

During photoreceptor cell loss, MGCs are exposed to a changing environment. Changes likely include an imbalance in ions, oxygen concentration, and reactive oxygen species and inflammation, all of which could potentially be toxic. Genes found to be strongly associated with *Gfap* might thus be “detoxifying” genes. 

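Gstt1, a glutathione transferase that conjugates reactive compounds, had higher medians in the mutant groups than in their controls: 9729.7 in Rhod-ko at 8 weeks, 4638 at 25 weeks and 9057 in rd1 at 5 weeks, against 973 in adult WT. In these groups 5, 4 and 4 cells had it on, and in adult WT 2 of 5. At P13 it was on in rd1 B4, A4 and B3, at 5943 to 8784, and under 200 in rd1 A1 and B1 and in the 3 congenic FVB cells, which had most vascular markers on. Gstt1 ranked 54 of 1505 genes by association with Gfap. Under a scaling to the same 90th percentile the difference at 25 weeks was -0.03. Gsta4 and Gstp1, other transferases, differed from adult WT by at least 4.25 and at least 4.00 (log2) at 25 weeks.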

We observed upregulation of the antioxidant gene, glutathione-s-transferase (*Gst1*; Figure 2), that can protect neurons through a reduction in reactive oxygen. Interestingly, MGCs from older mice have been shown to contain a reduced amount of glutathione compared to younger ones [64], which could potentially be a modifier for disease progression in the different models. 

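Prdx2, which encodes an enzyme that reduces hydrogen peroxide, was on in every Rhod-ko cell and in all P13 cells of both strains. Its median was 24404 in Rhod-ko at 8 weeks and 14265 at 25 weeks, against 250.3 in adult WT, where MG15 (14209.6) and MG3 (3649.7) had it on. At P13 rd1 and congenic cells had medians of 14621 and 11895, and at 5 weeks rd1 cells had 14376, with B1 at 787. Its rank in association with Gfap was 32 of 1505. Prdx1, Prdx5 and Prdx6 were not analysed here.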

Transcripts for peroxiredoxins (*Prdx2*) were also found to be upregulated, which could lead to a reduction in H_2_O_2_ and other peroxides in the retinal tissue. 

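Metallothioneins, small proteins that bind metals and scavenge radicals, had the largest differences of all genes in Rhod-ko at 8 weeks. Mt1 was at 141008 to 659741 in these 5 cells, cell 1 without Gfap included (320242), and Mt2 at 134326 to 392459. Mt1 had 79.8, 13.2, 132, 4614 and 50199 in adult WT cells MG1, MG16, MG22, MG15 and MG3. Its log2 difference from adult WT was at least 8.32 at 8 weeks, at least 3.95 at 25 weeks and at least 4.73 in rd1 at 5 weeks, and in rd1 at P13 2.30 from congenic FVB. Sod1, superoxide dismutase, was on in all 27 cells and differed by 1.85, 0.23, -0.49 and -0.33 in Rhod-ko at 8 and 25 weeks and in rd1 at P13 and 5 weeks. Cp, the ferroxidase ceruloplasmin, was on in all adult WT, Rhod-ko and rd1 cells, and in none of the congenic cells. Its difference was at least 2.90 at P13, and 0.49, 0.17 and 0.41 in the other comparisons. The congenic cells behind the P13 values of Mt1, Sod1 and Cp had most vascular and few MGC markers on. The ranks by association with Gfap were 68 for Mt1, 438 for Sod1 and 896 for Cp, which varied against Gfap. With the highest Gfap probe set Mt1 ranked 24, while Sod1 and Cp were not among the 87 genes with a p under 0.01 from Fisher's exact test. Of 31 genes of antioxidant defence and metal handling, 13 were higher and 1 lower in Rhod-ko at 8 weeks (median difference 0.49, percentile 98.8) and 15 and 2 at 25 weeks (0.23, percentile 95.2). In rd1, 5 were higher and 3 lower at P13 (0, percentile 46.5), and 10 and 3 at 5 weeks (0, percentile 43.6). In the comparison at 8 weeks 5 of 15 rod markers were higher too, and cell 7 had 7 microglia and macrophage markers on. The 3' to 5' ratio of Gapdh was 3.95 to 18.2 there, against 0.554 to 4.06 in adult WT.

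**Figure D3:**
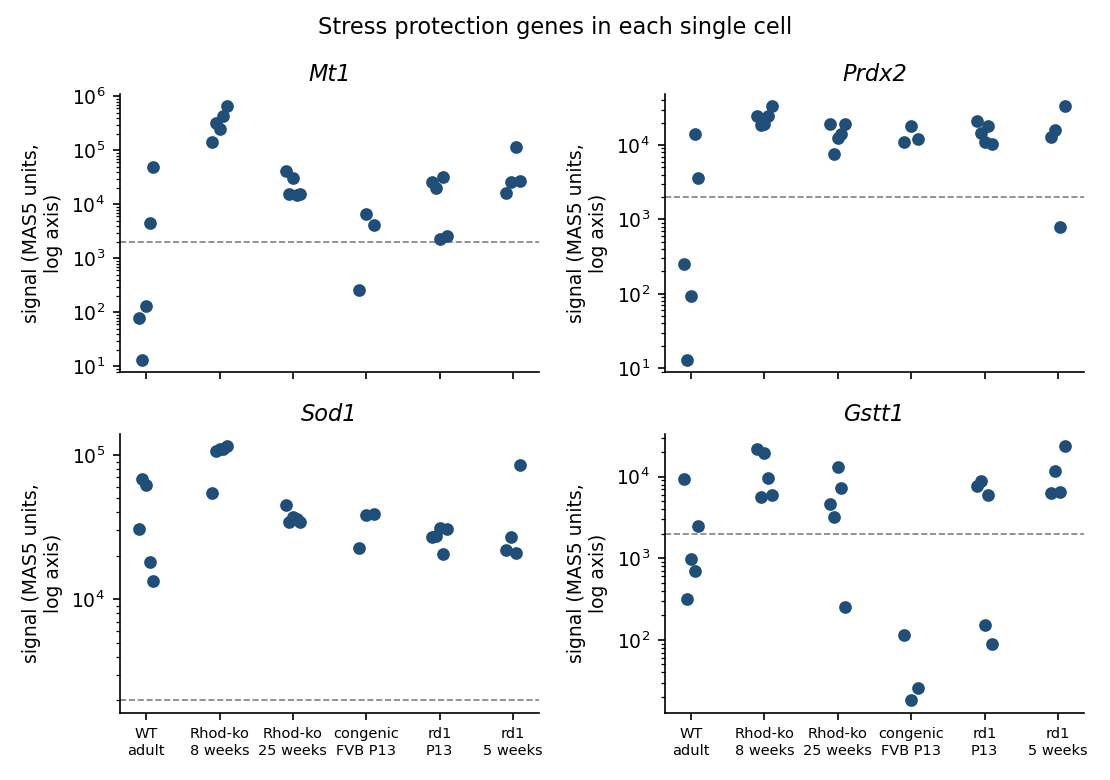
Signals of Mt1, Prdx2, Sod1 and Gstt1 in each of the 27 cells (MAS5 units, log axes) by condition, with a dashed line at 2,000. Mt1 lies between 141008 and 659741 in all Rhod-ko cells at 8 weeks and between 13.2 and 50199 in the adult WT cells.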

Other molecules involved in stress protection with increased expression levels and strong association with *Gfap* were the antioxidant metallothionein 1 (*Mt1*), which binds toxic metals and acts as free radical scavenger, superoxide dismutase 1 (*Sod1*), and genes involved in iron homeostasis, e.g., ceruloplasmin, a copper binding ferroxidase. Nitric oxide synthase was upregulated as well, especially at the early time points in Rhod-ko and rd1 MGCs, even though the synthase did not associate well with *Gfap* expression (Appendix 1). 

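Of the nitric oxide synthase genes, Nos3, the endothelial form, was on in 6 cells. These were the 3 congenic FVB cells, at 6769, 4924 and 4642, rd1 P13 cells A1 (10353) and B1 (14362) and Rhod-ko 8 weeks cell 7 (5403). The P13 cells among them had most vascular markers on, and cell 7 had the microglia markers. Nos1, the neuronal form, and Nos2, the inducible form, were on in none of the 27 cells, with highest signals of 1108 and 642. Nos3 lay below the median threshold for the association with Gfap.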

Nitric oxide function at low concentration should be beneficial and protect neurons from glutamate toxicity. Increased nitric oxide synthase expression has been previously shown in response to ischemia and diabetic retinopathy [65,66]. Glutamine synthetase (*Glul*), the only retinal enzyme that can perform ammonia detoxification, was highly expressed in WT MGCs as well as glial cells from the degenerating retinas [67], and therefore did not associate well with *Gfap*. 

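Glul, which turns glutamate and ammonia into glutamine, was on in all 27 cells, between 5862 and 280781. Its median was 89714 in adult WT, 31288 in Rhod-ko at 8 weeks and 38159 at 25 weeks, log2 differences of -1.52 and -1.23. At 8 weeks 4 of 5 Rhod-ko cells lay below the lowest adult WT cell, MG16 (64815). All Rhod-ko cells at 25 weeks did too, but no gene in those cells had a signal above 55307.5. The separation and the negative difference at 25 weeks were therefore set by the signal range and say little about Glul. In rd1 at 5 weeks the median was 94591, and at P13 27033 in rd1 and 22309.7 in congenic FVB. Glul ranked 1181 of 1505 genes by association with Gfap.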

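Transporter genes Abcb1a and Abcg2, which pump drugs out of cells at the blood vessel wall, were on in all 3 congenic FVB cells, with medians of 7348 and 10214, and in rd1 P13 cells A1 and B1, all with most vascular markers on. Elsewhere Abcb1a was on in no cell and Abcg2 in 2, Rhod-ko 25 weeks A1 (2099) and rd1 P13 B4 (2744). Of 9 such genes, 0 to 1 were on per adult WT cell, 0 to 1 per Rhod-ko cell at 8 weeks, 0 to 2 at 25 weeks and 0 to 1 per rd1 cell at 5 weeks. In the comparisons with adult WT both medians lay under the floor for 8 of the 9, the exception at 8 weeks being Abcc5 (2916 against 370.0). At P13, 3 were lower in rd1 than in congenic FVB and none higher.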

Removal of large molecules from extracellular space by multidrug resistant transporters in the glial membrane has been suggested previously [68]; however, none of these genes were present in the data set. The aforementioned changes in glutathione metabolism, peroxide detoxification, and iron homeostasis could all potentially lead to neuronal protection.

### Growth factors

Neurotrophic factors, growth factors, and cytokines (see below) have previously been suggested to positively affect the survival (and synaptic function) of neurons. MGCs produce the neurotrophins, nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF), ciliary neurotrophic factor (CNTF), basic fibroblast growth factor (bFGF), insulin-like growth factor 1 (IGF-1), glial cell-derived neurotrophic factor (GDNF), leukemia inhibitory factor (LIF), and pigment epithelium-derived factor 318 (PEDF318) [69]. Many of these factors lead to increased glutamate buffering [70,71] and might enhance photoreceptor survival. In the data set presented here, nerve growth factor-β (*Ngfbeta*) expression was high in a subset of WT cells but low in the remaining cells. *Cntf* was highly expressed in early stages of rd1 and Rhod-ko. However, *Cntf* expression was not well correlated with *Gfap*. 

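Signals of the growth factor genes Bdnf, Fgf2, Gdnf and Lif stayed under 2,000 in all 27 cells, with the highest of 1476 for Lif in adult WT cell MG3. Igf1, insulin-like growth factor 1, was on in 1 cell, A1 of rd1 at 5 weeks (7428). Serpinf1, which encodes PEDF, was on in 5 cells, Rhod-ko 25 weeks A4 (3209), congenic A4 (3644), rd1 P13 B3 (3923) and B1 (8984) and rd1 5 weeks A5/A6 (6356). Of 15 genes of neurotrophic factors and their receptors, 1 was higher and 1 lower by 2-fold in each of the 4 comparisons. Ptn, the heparin binding factor pleiotrophin, had the largest difference, -4.80 in Rhod-ko at 8 weeks, where its median was 1028 against 28699.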

Other neurotrophic factors, such as *Bdnf*, *bFgf*, *Igf1*, *Gdnf*, *Lif*, and *Pedf*, were not expressed. Further, dickkopf homolog 3 (*Dkk3*) was highly expressed in WT and all Rhod-ko samples (Appendix 1). 

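Dkk3 encodes a secreted protein related to Wnt inhibitors. All 5 adult WT cells had it on, at 44971 to 102338, in all Rhod-ko cells at 8 weeks (39191 to 121001) and in all at 25 weeks (33535 to 43745). The log2 difference from adult WT was -0.38 at 8 weeks and -1.10 at 25 weeks. At 25 weeks every cell lay below the lowest adult WT cell. No gene in the cells at 25 weeks had a signal above 55307.5. This is below the adult WT median of Dkk3 (84681.5), so the difference there was bound to be negative.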

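At P13 the 3 congenic FVB cells A3, A4 and A5 had Dkk3 signals of 2020.0, 479.9 and 116. The rd1 cells B3, B4 and A4 had 28557, 25141 and 10579, and A1 and B1 had 4136 and 316. Dkk3 is itself among the 19 MGC markers, of which the congenic cells and rd1 A1 and B1 had few on.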

Interestingly, *Dkk3* expression was low in congenic FVB (WT) at P13, but high in FVB rd1 MGCs at P13. The suggested function of DKK3 is to reduce caspase activity through wingless (Wnt) signaling and to protect against cell death [72,73]. Indeed, it has been previously shown that the Wnt pathway can be activated in MGCs after photoreceptor death [73].

### Homeostasis and energy metabolism

MGCs have been shown to support neurons in a WT situation through their roles in maintaining extracellular homeostasis, including transporting and/or buffering water, potassium ion (K+), glutamate, and other ions [74]. MGCs are proposed to transport waste products, and exchange molecules with retinal blood vessels, vitreous body, subretinal space, and the RPE [4]. Francke et al. [75] showed that depolarized membrane potentials and reduced K^+^ inward conductance indeed do occur in reactive rabbit MGCs, which in turn also suggests an impairment in the clearance of excessive K^+^ ions and neurotransmitter recycling. Interestingly, depolarization of the resting potential seems to be a requirement for astrocyte proliferation [76]. One gene associated with *Gfap* that falls in this category is potassium channel tetramerisation domain containing 2 (*Kctd2*), found to be mainly upregulated in the Rhod-ko MGCs (Figure 2). However, we did not observe any other changes in the expression levels of genes concerned with homeostatic activities.

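Kctd2, a potassium channel tetramerisation domain gene, had a median of 5924 in Rhod-ko at 8 weeks and 4664 at 25 weeks, with all 10 cells on, and 2041 in adult WT, with 3 of 5 on. The highest signals were in 8 weeks cells 7 (30029) and 8 (13661), and adult WT cell MG22 had 13168. In rd1 it was on in 1 of 5 cells at P13 and 2 of 4 at 5 weeks. Congenic FVB, whose cells had few MGC markers on, had it on in 2 of 3 cells (median 3669). The log2 difference was -1.88 in rd1 at P13 from congenic FVB and -0.21 at 5 weeks from adult WT. By association with Gfap, Kctd2 ranked 432 of 1505 genes.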

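Genes of ion, water and glutamate handling differed in both directions. Of 16 measured, 4 were higher and 7 lower by 2-fold in Rhod-ko at 8 weeks (median difference -0.51, percentile 1.9), 4 and 5 at 25 weeks (0, percentile 28.8), and 3 and 3 in rd1 at 5 weeks (0.01, percentile 51.1). The glutamate transporter gene Slc1a2 differed by -4.17 or lower, -1.62 and -3.28 (log2), and Slc1a3, the main glutamate transporter of MGCs, by -1.54, -1.84 and -1.61. Slc38a3, which exports glutamine, was higher by at least 1.16, at least 3.69 and at least 3.10, and Car14, a carbonic anhydrase of the cell surface, by at least 1.02, at least 3.95 and at least 3.20. Kcnj10, the main potassium channel of MGCs, was on in 5 of 5 adult WT cells and 4 or 5 of 5 in each Rhod-ko group. At P13, 8 were higher and 1 lower in rd1 than in congenic FVB (median difference 1.53, percentile 99.99), whose cells had 3 to 6 of the 19 MGC markers on. For the 8 weeks values, 5 of 15 rod markers were higher in the same comparison, and cell 7 had 7 microglia and macrophage markers on. Gapdh had a 3' to 5' ratio of 3.95 to 18.2 in these cells and 0.554 to 4.06 in adult WT.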

Another aspect of cellular stress response on the part of glia is the provision of energy to neurons. In the degenerating retina, Punzo et al. [26] have shown that cone photoreceptors appear to be starving. In the healthy retina, it has been proposed that MGCs nourish neurons with lactate and pyruvate that can be used by neurons to make ATP [77], and similar models have been made for other glia elsewhere in the CNS [78]. MGCs can store energy in the form of glycogen and can use glycogenolysis to break it down, depending upon neuronal activity [74]. Indeed, the glia-specific protein, glycogen phosphorylase, is upregulated in a subset of MGCs from degenerating retinas (Appendix 1). 

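Glycogen phosphorylase releases glucose from glycogen. Its brain form, Pygb, was on in 4 of 5 adult WT cells (median 11305), 4 of 5 Rhod-ko cells at 8 weeks (6439.7) and 5 of 5 at 25 weeks (11101). Pygl, the liver form, was on in no adult WT cell (highest 56.6), in 1 of 5 Rhod-ko cells at 8 weeks (cell 3, 18038), 2 of 5 at 25 weeks (A4 and A5), 4 of 5 rd1 cells at P13 and 1 of 4 at 5 weeks. Pygm, the muscle form, was on in Rhod-ko 25 weeks A5 (9021), rd1 P13 B4 (2078) and rd1 5 weeks A1 (5920.2). None of the 3 forms was on in a congenic FVB cell, which had few MGC markers. Of 12 glycogen genes none differed by 2-fold in Rhod-ko at 8 weeks, 4 were higher at 25 weeks and 3 in rd1 at 5 weeks, among them Gyg, the primer of glycogen (at least 2.45 and at least 2.29), and 4 were higher in rd1 at P13. None was lower.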

Interestingly, MGCs are not dependent on the presence of oxygen and can undergo anaerobic glycolysis [77]. However, when glucose is absent, MGCs can use lactate, pyruvate, glutamate, or glutamine to make energy [79]. Many transcripts involved in energy metabolism, such as glucose phosphate isomerase 1, lactate dehydrogenase A, and pyruvate kinase, were slightly upregulated or were steady across most Rhod-ko- and rd1-derived MGCs (Appendix 1).

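Some enzymes of glycolysis had higher medians in mutant cells than in adult WT. Pkm, pyruvate kinase, had 22224 in Rhod-ko at 8 weeks, 14020.0 at 25 weeks and 17719 in rd1 at 5 weeks, against 608 in adult WT, where MG15 and MG3 had it on (13228 and 4886). Ldha, which makes lactate, differed from adult WT by at least 1.88, at least 2.86 and at least 2.86, the last being -0.37 against congenic FVB, and adult WT MG1 (17694) and MG15 (8289) lay above every Rhod-ko cell. For Ldha at 8 weeks the difference was 0.36 without MG16, MG22 or MG3 and 0.33 by group means, and at 25 weeks 1.33 and 1.31. Of 18 genes, 12 were higher and 3 lower by 2-fold in Rhod-ko at 8 weeks (median difference 1.37, percentile 95.9), 7 and 3 at 25 weeks (0, percentile 21.2), 5 and 3 in rd1 at 5 weeks (0.26, percentile 58.8), and 7 and 1 in rd1 at P13 (0.64, percentile 96.1) against congenic cells with most vascular markers on. Eno2, a neuronal enolase, differed by -4.05 or lower in both Rhod-ko groups. Rod markers were also higher in 5 of 15 cases at 8 weeks, and cell 7 of that group had 7 microglia and macrophage markers on. Gapdh had a 3' to 5' ratio of 3.95 to 18.2 in the 8 weeks cells and 0.554 to 4.06 in adult WT. At P13 the medians of Pkm and Ldha were within 2-fold, 11395 and 9365 in congenic FVB and 13020.1 and 16434 in rd1. Gpi1 was not analysed here.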

### Immune response and inflammation

Efficient elimination of apoptotic cells during degeneration is assumed to be crucial for regulating the immune response and preventing a potentially devastating inflammatory reaction in all tissues. The retina is traditionally looked at as an immune-privileged site [80]. However, the retina carries out an innate and adaptive immune response [81-83]. The innate immune response relies largely on phagocytic cells–expressing receptors that recognize molecular patterns on apoptotic cells to distinguish them from living cells. After binding to apoptotic cells, anti-inflammatory signals and other immunomodulatory cytokines are released by the cells of the immune system, but perhaps, as discussed below, also by MGCs. MGCs are thought to be important mediators of short-range interactions among retinal cells [4], and therefore, MGCs might act as modulators of the immune and/or inflammatory response and might spatially and temporally restrict it. MGCs could be the cell type that recognizes the death of photoreceptors and might communicate this to other cell types in the retina. MGCs might also send the signals that recruit microglia. Alternatively, or additionally, microglia that migrate into the retina could release molecules that trigger gliosis in MGC.

Indeed, upregulation of *Gfap* in MGCs is associated with recruitment of microglia into the retinal tissue. Usually, astrocytes and microglia in the healthy retina are confined to the innermost retinal layers (nerve fiber layer, ganglion cell layer, inner plexiform layer). Monocyte chemoattractant protein 1 (MCP-1, CCL-2) expression was shown in MGCs after retinal detachment [84,85]. MGCs also secrete the proinflammatory cytokine tumor necrosis factor α (TNF-α) [86-89]. MCP-1 and TNF promote infiltration by immune cells. 

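Tnfaip1, a gene that tumor necrosis factor induces in other cells, was on in all 5 Rhod-ko cells at 8 weeks, at 7553 to 29757, and in 2 of 5 adult WT cells, MG16 (17835) and MG15 (7618). At 25 weeks 1 of 5 Rhod-ko cells had it on, A2 (2993). It was on in 3 of 5 rd1 cells at P13, 2 of 4 at 5 weeks and all 3 congenic FVB cells (median 11465). The log2 differences were 4.30, -0.11 or lower, -0.70 and 1.46 for Rhod-ko at 8 and 25 weeks and rd1 at P13 and 5 weeks. The last was -1.95 against congenic FVB, 3.03 without rd1 5 weeks cell A1 or A8, and -0.11 without B1 or A5/A6.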

Interestingly, there was upregulation of TNF-α induced protein 1 (*Tnfaip1*) in MGCs from the RP retinas, suggesting that MGCs are responsive to it as well (Figure 2). The antioxidant, heme oxygenase, can decrease recruitment of immune cells into retinal tissue, and its transcript was observed to be upregulated in MGCs during degeneration [90] (Appendix 1). It is possibly also regulated by *Icam-1*, which shows increased expression levels in a subset of MGCs from RP retinas [91]. 

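Hmox1, the inducible heme oxygenase, was on in 1 of 27 cells, the congenic FVB cell A5 (2713), and its highest signal in a mutant cell was 235. Hmox2, the constitutive form, was on in 3 of 5 Rhod-ko cells at 8 weeks, 3 of 5 at 25 weeks, 2 of 5 rd1 cells at P13 and 2 of 4 at 5 weeks. Adult WT had it on in 1 of 5 cells, MG16 (13433), and congenic FVB in 1 of 3. The rd1 P13 cells with it on, A1 and B1, had most vascular markers on. Its medians were 4761, 4909.7, 1687 and 2193 in Rhod-ko at 8 and 25 weeks and rd1 at P13 and 5 weeks, 233 in adult WT and 1564 in congenic FVB.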

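Icam1, an adhesion receptor for leukocytes, was on in 4 cells: Rhod-ko 8 weeks cell 3 (10319), Rhod-ko 25 weeks A4 (11009), rd1 P13 B1 (7428) and congenic FVB A3 (5886). The last 2 of these had 8 of 11 vascular markers on. Signals in adult WT were at most 186.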

Other chemotactic factors for macrophages and monocytes upregulated in the single MGCs are monocyte to macrophage dissociation associated 2 (*Mdm2*) and macrophage migration inhibitory factor (*Mif1*). Also upregulated was the transcript for CCAAT/enhancer binding protein delta (*Cebpd*), a protein that regulates macrophage activation genes. 

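Mif, the macrophage migration inhibitory factor, was on in all Rhod-ko cells and all rd1 cells at 5 weeks, with medians of 8651, 21458 and 39437. In adult WT it was on in MG15 (28397) and MG3 (14282) and had a median of 164, so that the log2 differences of the medians were at least 3.11, at least 4.42 and at least 5.30. For Mif at 8 weeks the difference was 1.19 without MG1, MG16 or MG22 and 1.32 by group means, and at 25 weeks 2.51 and 2.69. The 5.30 in rd1 at 5 weeks rests on the same adult WT median, and MG15 and MG3 lay within the range of these rd1 cells (12797 to 57984). At P13 rd1 cells differed from congenic FVB by 1.51. Mmd2, which the array annotation pairs with monocyte to macrophage differentiation, is taken here for the gene that the paper prints as Mdm2. Mmd2 was on in all adult WT and Rhod-ko cells, with medians of 20371, 15037 and 14171, and in all rd1 cells at 5 weeks (18505). At P13 it was on in rd1 B4, B3 and A4, and in no congenic cell (141, with few MGC markers on).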

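Cebpd, a transcription factor of acute inflammation, was on in 3 of 5 adult WT cells, MG16 (23449), MG15 (8924) and MG3 (7769), and in all 5 Rhod-ko cells at 8 weeks (median 15009). At 25 weeks 4 of 5 had it on (median 8669). The gene was on in 3 of 5 rd1 cells at P13, 3 of 4 at 5 weeks and 1 of 3 congenic FVB cells. The differences from adult WT were 0.95, 0.16 and -0.89 for the groups at 8, 25 and 5 weeks. By association with Gfap, Cebpd ranked 120 of 1505.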

See the full data set in Appendix 1 for detailed expression on all of these.

In the data set presented here, there are indications of an immune-related response. Some MGCs showed upregulation of cytokine and cytokine receptor genes, as well as complement components. 

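Xcr1, the receptor for lymphotactin, was on in 3 cells of all 27, the adult WT cells MG1 (17544), MG16 (7297) and MG22 (10926), and its highest signal in a mutant cell was 1052. Cxcl16, a chemokine and scavenger receptor, was on in MG1 (10506), MG22 (9067) and MG3 (16919.8).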

Some components of the chemokine system (*Xcr1* and *Cxcl16*) also can be detected in WT MGCs [27]. *Cxcl16* showed significant association with *Gfap* (Figure 2). 

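In the mutant groups Cxcl16 was on in all 5 Rhod-ko cells at 8 weeks (median 11484, against 9067 in adult WT), in 3 of 5 at 25 weeks (median 2372), in 2 of 5 rd1 cells at P13 and in 2 of 4 at 5 weeks. No congenic FVB cell had it on. By association with Gfap it ranked 222 of 1505 genes, and 92 with the highest Gfap probe set.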

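Ackr4, a scavenger receptor for chemokines that was named Ccrl1, had its highest medians at P13, 16037 in congenic FVB and 6726 in rd1, with all 8 cells on. Elsewhere it was on in 3 of 5 adult WT cells, none of the Rhod-ko cells at 8 weeks, 3 of 5 at 25 weeks and all 4 rd1 cells at 5 weeks. Ik, the IK cytokine gene, was on in 4 of 5 adult WT cells (median 13646), all 5 Rhod-ko cells at 8 weeks (9472) and 4 of 5 at 25 weeks (2496). Its log2 difference from adult WT was -0.53 at 8 weeks, -2.45 at 25 weeks and -0.01 in rd1 at 5 weeks. Of 23 cytokine and chemokine genes, 5 were higher and 3 lower by 2-fold in Rhod-ko at 8 weeks, 3 and 4 at 25 weeks, 2 and 2 in rd1 at P13, and 4 and 3 at 5 weeks. Il33, an alarmin, was higher by at least 3.42, at least 3.81 and at least 3.66 in Rhod-ko at 8 and 25 weeks and in rd1 at 5 weeks.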

Several other small inducible cytokines and their receptors (*Ccrl1*, chemokine C-C motif receptor like 1 and *Ik*, IK cytokine) were upregulated, too, however with less significance than *Gfap*. Also strongly associated with *Gfap* was complement component 4B. MGCs express the receptor for complement C3a, and complement regulatory proteins CD55 and CD59 [92]. However, they do not seem to be upregulated in our data set. 

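C3ar1, the receptor for C3a, was on in none of the 27 cells (highest 346). Cd55, which blocks complement on cell surfaces, was on in adult WT cell MG1 alone (20805). Cd59a was on in 1 of 5 adult WT cells, 2 of 5 and 2 of 5 Rhod-ko cells at 8 and 25 weeks, 2 of 3 congenic FVB cells, 1 of 5 rd1 cells at P13 and 0 of 4 at 5 weeks. Of 11 complement genes, 10 had both medians under the floor in each comparison. The exception in the comparisons with adult WT was Serping1, the C1 inhibitor, higher by at least 4.73 in Rhod-ko at 8 weeks, at least 2.49 at 25 weeks and at least 1.56 in rd1 at 5 weeks. C4b was not analysed here.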

Previous data also showed that astrocytes provide information (intercellular exchange of signaling molecules) to MGCs via gap junctions [93,94]. However, tracer molecules are not passed from MGCs to astrocytes [95,96]. Certain steps (e.g., initiation) might depend upon MGCs interacting with immune cells such as microglia [9] and might modify the amount of neurotrophic factors produced by MGCs, which in turn can modify neuronal survival (see the stress response section below).

MGCs might even be more directly involved in the prompt clearing of photoreceptor debris. MGCs could phagocytose PR cell debris. Their phagocytic ability has been previously shown in vitro (latex beads) and in vivo (melanin) after retinal detachment [97-99]. During Drosophila development, glial cells engulf degenerating axons through recognition mediated by Drpr/Ced-1 and Ced-6/CED-6 [100]. Researchers have proposed that apoptotic cells and degenerating axons of mature neurons are removed by a similar mechanism [100,101]. Interestingly, MGCs from degenerating retinas in both models expressed *Lgals3* (galectin-3, Appendix 1), a gene known to be expressed in phagocytic cells and recently shown to be expressed during glaucoma by astrocytes in the optic nerve head [102]. However, none of the prominent genes in this pathway were found closely coexpressed with *Gfap*.

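Lgals3, which encodes galectin-3, was on in 8 of 27 cells. They were Rhod-ko 8 weeks cells 2 (2069) and 1 (3595), 25 weeks cells A1 (11300.0), A2 (5506) and A4 (4276), rd1 P13 cells B4 (10192) and B3 (6188) and the adult WT cell MG16 (10142). No rd1 cell at 5 weeks and no congenic FVB cell had it on. Of 18 genes of phagocytosis, 4 were higher and 2 lower by 2-fold in Rhod-ko at 8 weeks, 5 and 1 at 25 weeks, 3 and 1 in rd1 at P13, and 5 and 2 at 5 weeks. Lrp1, a receptor for dying cells and lipoproteins, was on in no adult WT cell and in 3, 5, 3 and 4 cells of these groups, with medians of 8710.5, 4688, 2853 and 3752. Megf10, an engulfment receptor, differed from adult WT by -2.44 at 8 weeks, -1.47 at 25 weeks and -2.78 in rd1 at 5 weeks.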

### Cell cycle reentry and proliferation

Cells undergoing reactive gliosis raise the concern of tumor formation. However, no glial tumors have been observed in the retina of humans or animals. This suggests a tightly regulated process of proliferation that safeguards the retina. In chicks, cells with increased *Gfap* expression in response to damage or exogenous growth factors did not reenter the cell cycle [48]. 

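Gfap was not on in Rhod-ko 8 weeks cell 1, in Rhod-ko 25 weeks cells A1, A2, A4 and A5 and in rd1 P13 cell A1, nor, by the probe set of the Figure 1 legend, in rd1 5 weeks cells A8 and A5/A6. Cell 1 had the astroglial genes S100a1 and Clu at 256132 and 549293. Cells A1, A2 and A4 at 25 weeks had the MGC genes Glul and Rlbp1 on, as had A5. In rd1 P13 cell A1, 8 of 11 vascular markers were on, with Rlbp1 at 2762 and the endothelial receptor gene Tek at 22266.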

In the data set presented here, a subset of MGCs, one Rhod-ko cell picked during the rod death phase, four cells picked during the cone death phase, and one rd1 cell during the rod death phase, showed low to no *Gfap* expression (Figure 3). 

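Of 37 cell cycle genes, Rhod-ko 25 weeks cells A1 and A2 had 8 and 6 on, and A3, A4 and A5 had 4, 5 and 4. In rd1 P13 cell A1 7 were on, as in B4, and A4, B3 and B1 had 5, 4 and 3. Ccnd3, a cyclin of the first growth phase, was at 21207 and 10648 in A1 and A2. A4 and A5 had Ccnd3 at 21968 and 23377.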

Higher expression levels for cell cycle genes were observed in two of the Rhod-ko *Gfap* negative cells (A1 and A2) and in one P13 rd1 *Gfap* negative cell (A1). For the latter, this might just be a general feature of a cell in a still immature retinal environment. 

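The cell cycle genes on were 5 in each adult WT cell, 7, 5, 2, 5 and 6 in Rhod-ko 8 weeks cells 2, 1, 3, 7 and 8, and 11, 6 and 7 in congenic FVB A3, A4 and A5. In rd1 at 5 weeks they were 1, 0, 1 and 6 in A1, A5/A6, B1 and A8. Mki67 and Top2a, which dividing cells need late in the cycle, were on in none of the 27 cells. Cdk4, the partner kinase of D cyclins, was on in 2 adult WT cells, 4 Rhod-ko cells at each age, all 3 congenic FVB cells, 4 rd1 cells at P13 and 1 at 5 weeks.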

Across the rest of the cells, cell cycle gene expression remained mostly low and mosaic (Figure 3). 

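S100a16 and Ctsb were on in every cell of every group, and S100a1 in most. S100a1 had a median of 21410.0 in Rhod-ko at 25 weeks, 6945 in rd1 at P13 and 13846 at 5 weeks, against 1146 in adult WT and 3825 in congenic FVB. Adult WT MG1 (16521) and MG3 (14408) had S100a1 on, both above the median of rd1 at 5 weeks. S100a16, a related calcium binding protein, differed by 2.20, 0.64, 0.74 and 0.53 in Rhod-ko at 8 and 25 weeks and rd1 at P13 and 5 weeks. Ctsb, the lysosomal protease cathepsin B, differed by 2.20, 0.86, 0.98 and 1.80, and at 8 weeks all 5 Rhod-ko cells (29371 to 37469.6) lay above all adult WT cells (5290.5 to 22269).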

Transcripts for inhibitors of cell cycle progression, differentiation, and microtubule assembly (S100 calcium binding protein A1, A16 and their interacting protein cathepsin B) were upregulated. Expression levels of genes associated with proliferation were low, e.g., cyclin D1 and proliferating cell nuclear antigen (*Pcna*) (Figure 3). 

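Ccnd1, cyclin D1, was on in 4 of 5 adult WT cells with a median of 8207, and its median was lower in each mutant group, at 2365 and 4683 in Rhod-ko at 8 and 25 weeks and 1093 and 164 in rd1 at P13 and 5 weeks. Congenic FVB had 7337. Pcna, a clamp of the replication fork, was on in no Rhod-ko cell at 8 weeks. Its group medians were 209 in adult WT, 2063 in Rhod-ko at 25 weeks and at most 1587 in the others.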

In the CNS, glial cells express antiproliferative molecules, e.g., BMP and CNTF, even in a WT situation [103,104]. In the MGC data presented here, *Bmp1* was upregulated in the Rhod-ko, and *Bmpr2* was highly expressed across mutants. 

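Bmp1, a secreted protease that processes matrix proteins, was on in 3 of 5 Rhod-ko cells at 8 weeks (cells 2, 1 and 3, at 16351, 18988 and 9026) and in 2 of 5 at 25 weeks, and in 1 of 5 adult WT cells, MG22 (3818). Bmpr2, the type 2 receptor for bone morphogenetic proteins, was on in 4 of 5 adult WT cells (median 10030.0) and 1 of 5 Rhod-ko cells at 8 weeks (984). It was on in 3 of 5 Rhod-ko cells at 25 weeks (3859), 4 of 5 rd1 cells at P13 (7435), all 4 at 5 weeks (7588) and all 3 congenic FVB cells (13112).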

*Cntf* was upregulated at early time points in Rhod-ko and rd1, and in some cells in rd1 at later time points. 

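Cntfr, the receptor subunit that binds ciliary neurotrophic factor, was on in no adult WT cell (highest 856) and no congenic FVB cell. In the mutant groups it was on in 4 of 5 Rhod-ko cells at 8 weeks (median 5002), 3 of 5 at 25 weeks (4482), 2 of 5 rd1 cells at P13 (B4 and A4) and 4 of 4 at 5 weeks (3375). The log2 differences from adult WT were at least 2.32, at least 2.16 and at least 1.75 in Rhod-ko at 8 and 25 weeks and in rd1 at 5 weeks.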

The transcript for *Cntfr* was upregulated in most of the mutant cells, and was low in WT MGCs. 

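Spc25, a kinetochore gene once named Spbc25, was on in 4 of 5 adult WT cells, at 70579 to 194888, with MG16 at 262. It was on in all Rhod-ko cells, with medians of 33751 at 8 weeks and 29396 at 25 weeks. Pea15a was on in all 27 cells, with a median of 44314 at 8 weeks against 11615 in adult WT. Btg2, which slows division and is an immediate early gene, was on in 4 of 5 adult WT cells (median 10211), in 1 of 5 Rhod-ko cells at 8 weeks (1075) and in 4 of 5 at 25 weeks (26796).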

Other antiproliferative genes such as *Spbc25*, *Pea15*, and *Btg2* were found to be highly expressed in the (majority of) WT cells and stayed highly expressed in Rhod-ko at week 6 and week 25 (Figure 3). 

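All 12 cells on the FVB strain had Spc25 signals between 43.5 and 489, the congenic cells without the mutation included (489, 79.7 and 162). The 5 rd1 cells at P13 reached at most 325 and the 4 at 5 weeks 332, where the MGC gene Glul was on in all of them.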

Surprisingly however, *Spbc25* was not expressed in any of the RD1 MGCs (Figure 3). The complete absence of this gene in rd1 might be a reflection of genetic differences in the strain background for rd1.

**Figure 3:**
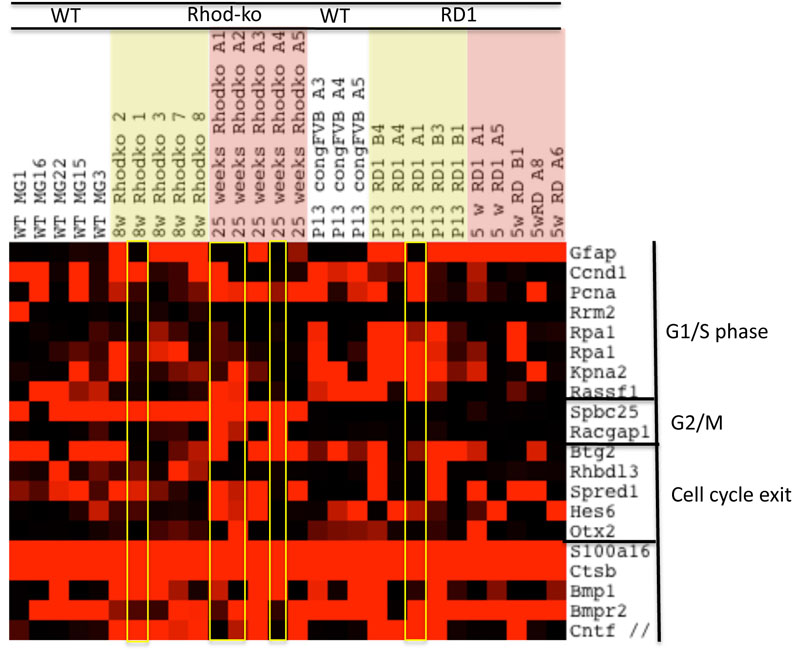
Gliosis-cell cycle reentry and proliferation. A Java TreeView-generated heatmap illustrating the expression of genes involved in control of the cell cycle and proliferation. Signals from the Affymetrix chip have been scaled such that bright red represents >10,000, and black <1,000, varying shades of red the values in between.

These data, as well as previously published results [48,105], suggest that an induction of proliferation is not the case during photoreceptor cell loss in RP. 

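Few cell cycle genes were on in any group, and few differed. Of the 37 measured, 29 had both medians under the floor in the comparison of Rhod-ko at 8 weeks with adult WT, 30 at 25 weeks, 26 in rd1 at P13 and 32 at 5 weeks. Higher by 2-fold were 3, 2, 1 and 0 genes, and lower 3, 2, 3 and 3. Ccnd3 was higher in Rhod-ko by 1.47 at 8 weeks, which became -0.12 under a scaling to the same 90th percentile, and by 2.85 at 25 weeks. Tk1, thymidine kinase, had a median of 9372 in adult WT and lay under the floor in the Rhod-ko groups and in rd1 at 5 weeks. Ccne1, Ccna2, Cdk1 and Plk1, which drive replication and mitosis, were on in none of the 27 cells.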

A more severe or acute insult might be needed to trigger this activity [106]. Massive proliferation has indeed been shown to lead to proliferative gliosis, depolarization, and uncontrolled proliferation, and to result in glial scar formation and further death of retinal tissue after vitreal injection of hemoglobin, during proliferative vitreoretinopathy, proliferative diabetic retinopathy, and retinal detachment [107-109]. Additionally, proliferation and dedifferentiation of MGCs can also be triggered in a WT situation after stimulation with Wnt3a and drugs such as retinoic acid and valproic acid [47].

### Progenitor cells and neural repair

MGCs have been suggested to have neurogenic competence and to be a potential source of neural regeneration. In zebrafish, MGCs indeed are able to regenerate all retinal cells and architecture following several types of insult [34,36,38,110]. Mature MGCs have previously been shown to have a similar expression profile to late retinal progenitor cells [27,111]. A late progenitor cell likely “morphs” into an MGC without undergoing an irreversible cell fate change, whereby the progenitor cell activates the genes necessary for MGC function but does not lose its progenitor traits [112]. Indeed, many progenitor cell genes are expressed heterogeneously across WT MGCs. 

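Of 24 progenitor genes measured, 8, 8, 7, 12 and 12 were on in adult WT cells MG1, MG16, MG22, MG15 and MG3. Sox2, Ptch1 and Hes1, which act in progenitor maintenance and in Hedgehog and Notch signalling, were on in all 5, with Sox2 at 11052 to 64438. Lhx2, a transcription factor of eye development, was on in 2, Notch1 in 2 and Rax in 1. Sox9, which MGCs keep as adults, was on in 3.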

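In Rhod-ko cells 4 to 8 of the 24 progenitor genes were on per cell at 8 weeks and 9 to 12 at 25 weeks. In rd1 the counts were 10, 6, 6, 12 and 5 at P13 (B4, A4, A1, B3 and B1) and 6 to 9 at 5 weeks. Lhx2 was on in all 5 Rhod-ko cells at 25 weeks (median 5454) and all 4 rd1 cells at 5 weeks (15616), and in 2 of 5 cells at 8 weeks and 3 of 5 at P13. Ptch1 had a lower median than in adult WT (32706) in all 3 groups set against it, 762, 9895 and 6304. Against adult WT, 1 gene was higher and 6 lower by 2-fold in Rhod-ko at 8 weeks, 2 and 3 at 25 weeks, and 1 and 4 in rd1 at 5 weeks. Sox2 at 8 weeks had a median of 4720.4.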

Classic progenitor and late progenitor genes are more highly expressed and expressed in more cells, at the later disease stage of cone death (Figure 4). 

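The congenic FVB cells A3, A4 and A5 had 5, 6 and 7 of 24 progenitor genes on, among them Notch1 in 2 cells and Sox4 in 2. Lhx2 was on in 1, and Pax6, Sox2 and Six3 were on in none. Tagln2, a gene of smooth muscle and endothelial cells, was at 7330.3, 5837 and 10275, and among the rd1 P13 cells at 7258 and 10555 in A1 and B1 and at most 622 in the others. It was also on in adult WT MG1, Rhod-ko 8 weeks cells 2 and 8 and rd1 5 weeks B1. The 3 congenic FVB cells and rd1 P13 cells A1 and B1 had most vascular markers on.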

Interestingly, most of the transcripts for classic progenitor genes are expressed at low levels in WT MGCs (congenic FVB) at P13, with the exception of *Glul* and transgelin2 (*Tagln2*), which are highly expressed in all three cells picked. This result might reflect that the possibility that MGCs are maturing at P13, where they require a very specific set of genes to fully carry out their maturation.

**Figure 4:**
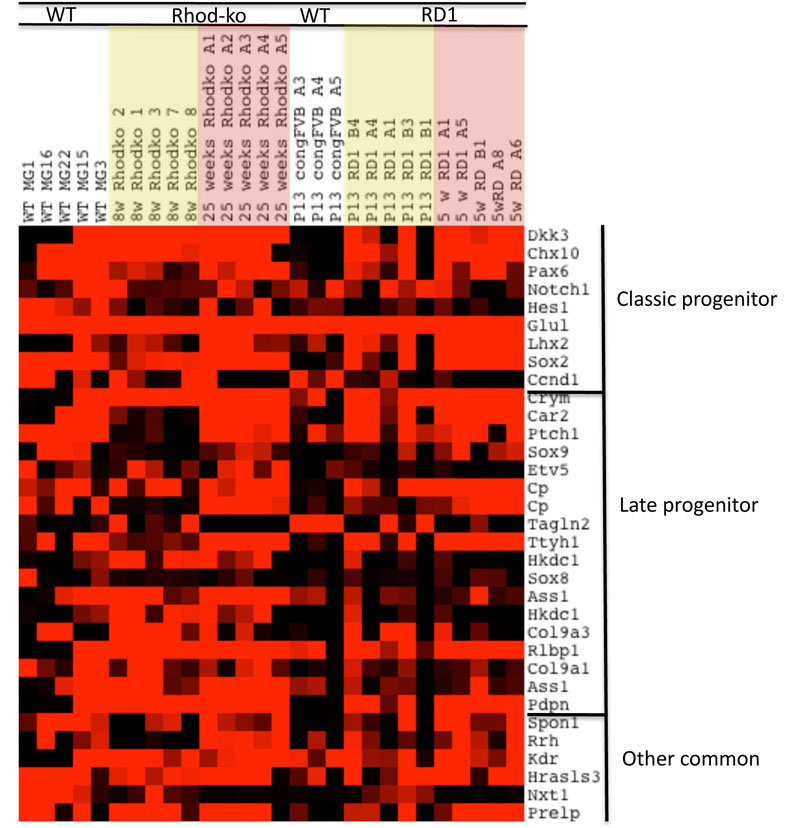
Gliosis–progenitor cell potential. A heatmap created in Java TreeView displaying the expression of selected progenitor cell genes across the MGC samples. Signals from the Affymetrix chip have been scaled such that bright red represents >10,000, and black <1,000, varying shades of red the values in between.

Dedifferentiation of MGCs to progenitor cells after photoreceptor cell loss might potentially involve functional uncoupling from neurons and a disruption of neuron-glia interaction and homeostasis. Essential MGC functions, such as neurotransmitter recycling (*Glul*), carbon dioxide (carbonic anhydrase) and potassium siphoning, visual pigment cycling (*Cralbp*), glycolysis, and water regulation could be affected [109,113,114]. However, the genes involved in these functions are unchanged at the transcriptional level. 

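Medians of the genes behind these functions in Rhod-ko at 8 weeks lay below adult WT for Aqp4, the water channel (-3.68 on the log2 scale), Car2, carbonic anhydrase 2 (-3.97 or lower), and Atp1b2, a subunit of the sodium pump (-2.97), and above it for Rlbp1, which encodes the retinoid binding protein CRALBP (at least 6.76). Adult WT MG15 and MG3 had Rlbp1 at 109338 and 149346, against a median of 108154 at 8 weeks, and its difference was 3.37 without MG1, MG16 or MG22, the adult WT cells with it off, and 4.07 by group means. At 25 weeks the differences were -1.96 for Aqp4, 0.02 for Car2 and at least 5.45 for Rlbp1. In rd1 at 5 weeks they were -1.32, 0.07 and at least 6.33. No gene in the Rhod-ko cells at 25 weeks had a signal above 55307.5. This is below the adult WT median of Aqp4 (62361), so its difference at 25 weeks was bound to be negative. For Rlbp1 at 25 weeks the difference was 2.07 without MG1, MG16 or MG22 and 2.68 by group means. The 6.33 rests on the same adult WT cells. Car2 was off in MG1 and MG16 (115.8 and 22.7), so its differences rest on MG22 (15627) as the middle adult WT cell. Over 19 MGC markers the median difference was -1.52 at 8 weeks (4 higher, 11 lower, percentile 0.31), -0.60 at 25 weeks (4 and 8, percentile 1.07) and 0.06 in rd1 at 5 weeks (5 and 3, percentile 33.3). In the comparison at 8 weeks 5 of 15 rod markers were higher, cell 7 had 7 microglia and macrophage markers on, and the 3' to 5' ratio of Gapdh was 3.95 to 18.2, against 0.554 to 4.06 in adult WT. The value at 25 weeks was -0.04 after quantile normalization and -2.16 under a scaling to the same 90th percentile. In rd1 at P13, 12 of the 19 markers were higher than in congenic FVB and none lower (median difference 2.78, percentile 100), while 6 of 11 vascular markers were lower.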

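Rlbp1 was on in every Rhod-ko cell and every rd1 cell at 5 weeks, with medians of 108154, 43791 and 80489. In adult WT it was at 22.2, 24.5, 147, 109338 and 149346 in MG1, MG16, MG22, MG15 and MG3. Car2 was on in MG22, MG15 and MG3, in 1 of 5 Rhod-ko cells at 8 weeks, all 5 at 25 weeks and all 4 rd1 cells at 5 weeks. Aqp4 was on in all adult WT cells (median 62361), 4 of 5 Rhod-ko cells at 8 weeks (4866), all at 25 weeks (16079) and all rd1 cells at 5 weeks (25689.6). At P13 Car2 and Aqp4 were on in rd1 B4, A4 and B3 and in no congenic FVB cell, and Rlbp1 in 4 of 5 rd1 and 2 of 3 congenic cells.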

Transcripts of glial markers such as carbonic anhydrase 2, retinaldehyde-binding protein (*Cralbp*), aquaporin 4, and glutamine synthase (*Glul*) stay highly expressed across most MGCs (Appendix 6). However, dedifferentiation could occur through mislocalization of K^+^-channels and reduced conductance [106] and result in the loss of function of neuron-glia interaction (which requires a hyperpolarized membrane). Such changes on a protein expression or localization level would obviously not be identified on the RNA level as studied here.

From a therapeutic point of view, MGCs remain available for “modifications” after photoreceptor cell loss and could be used for therapeutic strategies for retinal repair. MGCs could be stimulated to reenter the cell cycle, express photoreceptor specific genes, and potentially even undergo neurogenesis to replace the lost photoreceptor cells. However, MGCs’ in vivo potential to do so in mammals is ambiguous. At this point, it is also unclear how well newly produced photoreceptors integrate and function. However, several recent studies of engrafted photoreceptor cells suggest that the retina is indeed able to respond to light following engraftment [115,116].

In consideration of the possibility that MGCs might be able to regenerate photoreceptor cells, we compared the RP and WT MGC microarray data to profiling data from regenerating zebrafish tissues, including the retina [106], heart [117], and fin [118]. Data from regenerating tissues might help identify molecular triggers needed for MGCs’ acquisition of stem cell properties. Interestingly, many shared upregulated genes across three studies of regeneration in zebrafish fall into the categories of cell signaling, immunoregulation, regulation of transcription, and stress response. These three categories are discussed above in the context of RP, and a more detailed comparison revealed the following similarities.

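Pcna was on in 9 of the 27 cells. They were Rhod-ko 25 weeks cells A1 (5571), A3 (2063) and A5 (3879), rd1 P13 cells B4 (5853) and A1 (2496), rd1 5 weeks cell A8 (4019), congenic FVB cell A3 (3585) and adult WT cells MG16 (3740.2) and MG15 (3029). The highest signal in a Rhod-ko cell at 8 weeks was 1383.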

The proliferation marker *Pcna* (proliferating cell nuclear antigen) was highly expressed in most MGCs at the late time point in the Rhod-ko as well as in a subset of glia at the early time points in both models, but surprisingly, also in a subset (two of five) of WT MGCs. Kassen et al. [119] noticed that *Stat3* expression increased after light-induced PR death in zebrafish and that a subset of *Stat3* expressing cells also express *Pcna*. The same observation was made for the MGC data set (Figure 5). 

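Stat3, which relays signals of interleukin 6 type cytokines, was on in 1 of 5 adult WT cells, 2 of 5 Rhod-ko cells at 8 weeks (cells 1 and 3, at 50715 and 12340.3), 4 of 5 at 25 weeks, 2 of 3 congenic FVB cells, 4 of 5 rd1 cells at P13 and 3 of 4 at 5 weeks. Of the Pcna cells, Stat3 was on in MG16 (2912), Rhod-ko 25 weeks A1 (6548) and A3 (3371), congenic A3 (3312), rd1 P13 B4 (2223) and A1 (3233) and rd1 5 weeks A8 (10982). It was not on in MG15 and Rhod-ko 25 weeks A5.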

The immunoregulatory gene, *Atf3,* was expressed in two out of five cells at week 25 in Rhod-ko. Interestingly, those cells also expressed *Pcna*. 

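Atf3, a stress-induced transcription factor, was at 24229.7 in Rhod-ko 25 weeks cell A1 and 16856 in A3, and in no other cell above 588. In the same cells 18 and 15 of 22 immediate early genes were on, among them Fos and Egr1. Cell A5, which also had Pcna on, had an Atf3 signal of 17.1 and 6 of the immediate early genes on.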

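Socs3, a brake on cytokine signalling, was on in Rhod-ko 25 weeks A1 (43245), A3 (29297), A4 (9678) and A5 (7777), rd1 P13 B3 (11713) and adult WT MG1 (35188). Socs1 was on in MG3 alone and Socs2 in congenic FVB A4 and A5. Timp1, an inhibitor of matrix proteases induced in gliosis, was on in Rhod-ko 8 weeks cell 2 (19151) and congenic A4 (3213). Timp2 and Timp3 were on in most cells of all groups, and Timp4 in none.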

Other immunoregulatory genes such as *Socs* members and the tissue inhibitor of metalloproteinase (*Timp*) were heterogeneously expressed. Karyopherin alpha 2 (*Kpna2*), a gene associated with protein import into the nucleus, which is expressed in retinal progenitor cells during the S phase [49], showed high expression values in the rd1 at P13. 

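Kpna2 was on in rd1 P13 cells B4 (3625), A4 (7940.1), A1 (7029) and B3 (4775), and in congenic FVB A3 and A4 (3177 and 7655). Elsewhere 1 cell per group had it on, with signals of 3474 in adult WT MG15, 3535 in Rhod-ko 8 weeks cell 2, 5277 in 25 weeks A2 and 7327 in rd1 5 weeks A8.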

*Nr1d2*, a gene involved in regulating transcription, was highly expressed at later time points in both models and heterogeneously at early time points, but not in P13 WT. 

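Nr1d2, a nuclear receptor of the circadian clock, was on in all 5 Rhod-ko cells at 25 weeks (median 5916) and 3 of 4 rd1 cells at 5 weeks (4697). Nr1d2 was also on in 2 of 5 Rhod-ko cells at 8 weeks, 1 of 5 rd1 cells at P13 (B4, 5747) and 2 of 5 adult WT cells, MG16 (13326) and MG3 (10619). The 3 congenic FVB cells had 581, 922 and 1491.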

Further work on the function of these genes, potentially in the entry to cell cycle, will be needed to interpret these intriguing changes.

**Figure 5:**
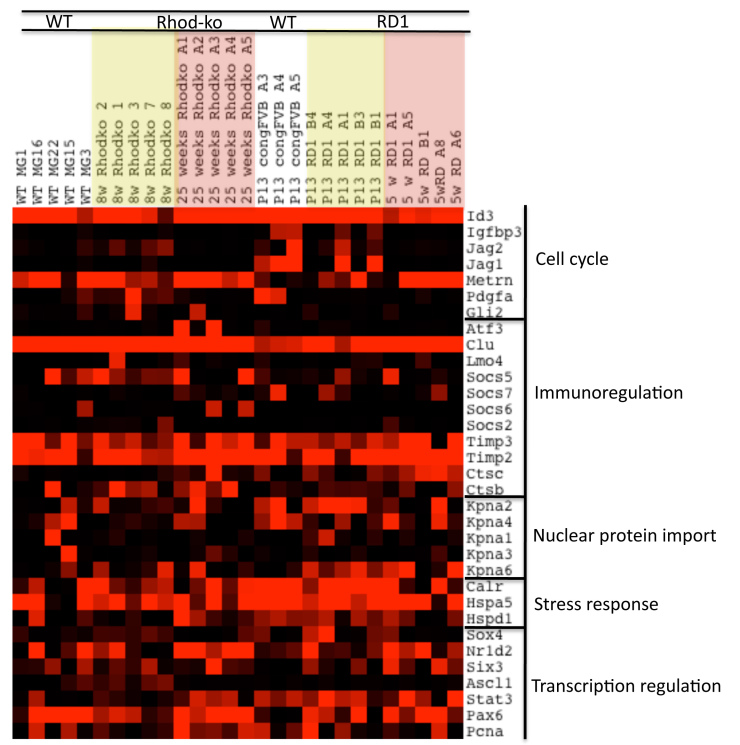
Gliosis–regenerative potential. A heatmap created in Java TreeView shows the expression of a selection of genes common to regeneration across MGCs. Signals from the Affymetrix chip have been scaled such that bright red represents >10,000, and black <1,000, varying shades of red the values in between.

*Ascl1a* (proneural bHLH) and *Six3b* (early eye development) are transcription factors expressed in zebrafish retinal progenitors and upregulated in the data set of Qin et al. [117]. *Ascl1* was expressed in two WT cells and three of five Rhod-ko cells during rod death. The levels were low (fewer than 2,000), but since values within the other cells fluctuated near 0, this may represent a significant upregulation. 

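Six3, a homeobox gene of the eye field, was on in Rhod-ko 8 weeks cell 7 (3011), 25 weeks A3 (5854), rd1 P13 B4 (2489.8) and B3 (2003) and rd1 5 weeks A1 (4547) and A8 (4502), and in adult WT MG22 (2456) and MG3 (2912).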

*Six3* also was expressed heterogeneously across MGCs from degenerating retina. 

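Pax6, a master gene of eye development that MGCs keep, was on in 20 of the 27 cells. They were 4 of 5 adult WT cells (median 6834), all Rhod-ko cells (medians 12460.1 at 8 weeks and 6958 at 25 weeks), rd1 P13 cells B4, A4 and B3, and 3 of 4 rd1 cells at 5 weeks. The cells at P13 without it were rd1 A1 and B1 and the congenic FVB cells, all with few MGC markers on.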

As a side note, the transcription factor *Pax6*, a retinal progenitor gene marker, was also expressed in a subset of MGCs [27,120], and interestingly, a subset of those *Pax6* positive cells also were *Pcna-*positive. In keeping with this correlation, a subset of PCNA-positive cells also were *Pax6* positive (three out of nine cells). 

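Of the 9 cells with Pcna on, 7 had a Pax6 signal of at least 2,000. They were adult WT MG16 (6834) and MG15 (6385), Rhod-ko 25 weeks A1 (10799), A3 (7645) and A5 (6958), rd1 P13 B4 (11014) and rd1 5 weeks A8 (5147). Congenic FVB A3 (812) and rd1 P13 A1 (689.5) had Pcna without Pax6.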

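Sox4, a transcription factor of differentiating neurons, was on in all 5 rd1 cells at P13 (median 3402) and in congenic FVB A4 (3399.9) and A5 (3565). In Rhod-ko at 25 weeks it was on in A4 (6949) and A5 (5069.8), and in none at 8 weeks (highest 1540.1). Among the other cells, adult WT MG15 (2326) and rd1 5 weeks A1 (3284) had it on.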

*Sox4a*, a gene usually expressed in committed neural progenitors, was upregulated in one week 25 Rhod-ko MGC, and most of the rd1 P13 cells. 

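Id3 signals were at least 2,000 in 26 of the 27 cells, and Rhod-ko 8 weeks cell 8 had 1372. Group medians of this inhibitor of basic helix-loop-helix factors were 23392 in adult WT, 13970.2 and 12366 in Rhod-ko at 8 and 25 weeks, 22471 in congenic FVB, and 16640.3 and 12497 in rd1 at P13 and 5 weeks.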

The negative regulator of bHLH genes, *Id3*, stayed high in all of the MGCs. Also highly expressed in most of the cells from degenerating retina as well as in a subset of WT cells at the adult stage and all of the WT cells at P13 were the stress response genes, *Hspd1* (mitochondrial chaperone Hsp60), *Hspa5* (*Hsp70*), and calreticulin. These similarities between the murine MGC data set and the zebrafish data imply that MGCs indeed share some features with cells that are able to regenerate their tissues. It would be interesting to know if only a sub-population of MGCs was maintained to potentially produce neurons later or if all MGCs could be induced to do so.

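Hspa5, the chaperone BiP of the endoplasmic reticulum, was on in 4, 3, 5 and 3 cells of Rhod-ko at 8 and 25 weeks and rd1 at P13 and 5 weeks, in 3 of 5 adult WT cells and in all 3 congenic FVB cells. Calr, calreticulin, was on in 4, 4, 5 and 2 of these mutant cells, in 2 adult WT cells and in all congenic cells (median 15855). Hspd1 was on in 0, 2, 3 and 1 mutant cells, in adult WT MG16 (4151) and in all congenic cells (2375, 3092 and 2159). Of 22 genes of heat shock and protein folding, 6 were higher and 4 lower by 2-fold in Rhod-ko at 8 weeks, 5 and 2 at 25 weeks, 1 and 3 in rd1 at P13, and 7 and 2 at 5 weeks. Hspa8, a constitutive chaperone, was higher in Rhod-ko at 8 weeks (149640.0 against 25546).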

### Inverse correlation with *Gfap*

Many genes appeared to be inversely correlated with *Gfap*. The gene *Emg1* (ribosome synthesis factor/ methyltransferase) was one such gene. We found 1,375 genes coregulated with *Emg1*, out of which 573 had p values of <0.01 (Figure 6 and Appendix 7). 

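Emg1, a methyltransferase needed to make the small ribosomal subunit, was on in 4 of 5 adult WT cells, with 32338, 20757, 8220.4, 15905 and 894 in MG1, MG16, MG22, MG15 and MG3. It was on in 2 of 5 cells in Rhod-ko at 8 weeks, Rhod-ko at 25 weeks and rd1 at P13, in 2 of 3 congenic FVB cells and in no rd1 cell at 5 weeks. Of the 1384 genes with a signal of at least 2,000 in at least 3 adult WT cells, 169 had a p under 0.01 from Fisher's exact test of association with Emg1, all in the same direction as Emg1. With the filter used for Gfap the count was 34, percentile 48.8 among the random index genes. Among the first of the 169 were Commd8, Rsrc2, Vps4b, Nasp, a histone chaperone, and Eif5, a translation factor, and 1 gene, Emg1 itself, had a p under 0.05 after Benjamini-Hochberg adjustment. The 169 also held Prl7a1, Prl3c1, Defb2, Zp2, Sftpa1 and Prss2, none of them in the lists of MGC markers or of RNA processing used here. Many of the 169 shared the same p from Fisher's exact test, 0.0031 or 0.0043. Of the 169 genes, 94.1% were on in MG1, 90.5% in MG16, 91.7% in MG22, 51.5% in MG15 and 18.3% in MG3. The mutant cells had 11.8 to 40.8% on and the congenic FVB cells 24.3 to 27.8%. The genes had been chosen for signal in adult WT cells and for following Emg1, so high shares in the adult WT cells with Emg1 on were largely set by that choice. Without the adult WT cell MG1, 49 genes had a p under 0.01, and 69 without MG16.

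**Figure D4:**
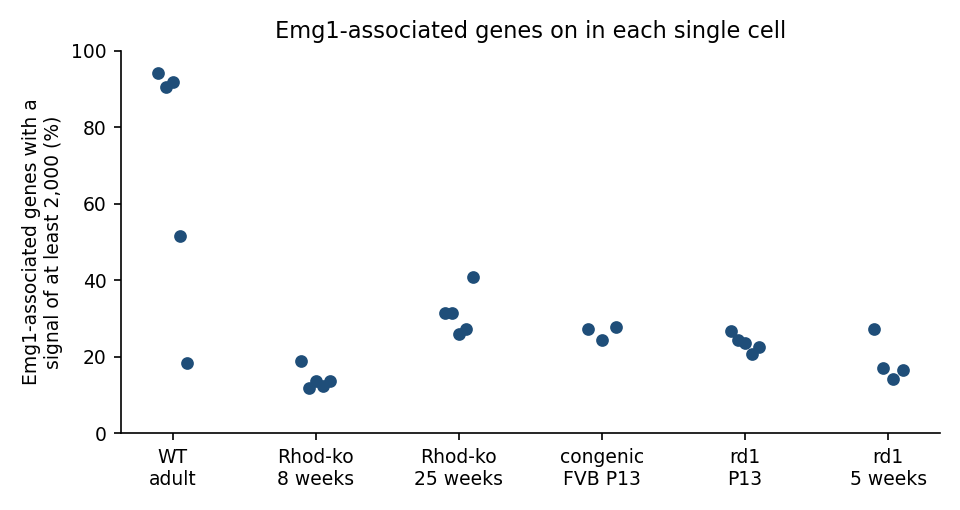
Percent of the 169 genes associated with Emg1 that had a signal of at least 2,000 in each of the 27 cells, by condition. Adult WT cells MG1, MG16 and MG22 lie at 90.5 to 94.1%, MG15 at 51.5% and MG3 at 18.3%, within the range of the mutant cells.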

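Among the genes of RNA handling, Syncrip, which carries and stabilizes mRNA, was on in all 5 adult WT cells (6716 to 16485), in none of 5 Rhod-ko cells at 8 weeks and 2 of 5 at 25 weeks. Lsm4, of mRNA decapping, had medians of 9880.0 in adult WT, 1399 and 871 in Rhod-ko at 8 and 25 weeks and 9555 in rd1 at 5 weeks. Eif5a, a translation factor, differed from adult WT by -1.82, -2.46 and -2.68 in these groups, and Eif4g2 by -0.09, -0.24 and -0.04. Rps28, a ribosomal protein gene, was on in 2 adult WT cells, MG1 and MG3. Of the actin genes, Rac1, a GTPase of protrusions, differed by -2.37, -0.88 and -1.49, Pfn1, which feeds actin monomers, by -1.69 or lower, -1.69 or lower and -1.49, and Rdx, which ties actin to the membrane, by -3.22 or lower, -0.53 and -1.81.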

Function–based analysis performed with the DAVID functional annotation tool revealed enrichment for the following categories (Figure 7): RNA binding and translation (*Lsm4*, *Eif4g2*, *Eif5a*, *Rps28*, *Syncrip*), regulation of actin filament based processes (*Rac1*, *Pfn1*, and *Rdx*), RNA processing/acetylation (*Emg1*, *Lsm4*, *Tnpo1*, *Ube2l3*, *Pfn1*, *Rdx*, *Rsp28*, *Scp2*, *Syncrip*), catabolic process/proteolysis (*Ube2l3*, *Ube2z*), and ion binding (*Macf1*, *Plcb4*, *Slc31a2*, *Tns3*). As discussed earlier, glial cells are crucial in modifying the activation thresholds and plasticity of neurons as well as their communication, which might be particularly important during photoreceptor cell death. A highly controlled network for RNA processing might allow them to do so. Two genes involved in regulatory mRNA pathways, *Syncrip* (mRNA transport and stabilization) and *Lsm4* (mRNA decapping and degradation), have been previously shown to be expressed in glial cells [121]. Zebrafish regeneration studies [121] showed a predominant number of downregulated genes (60%) in categories such as cell communication, signal transduction, and transcription regulation during cell death and regeneration. As one would predict, RNA processing has been shown to be involved in controlling differentiation from neural stem cells [120], and RNA splicing has been previously shown to be an important process for adult neurogenesis [122]. Additionally, downregulation of *Rac1* in the CNS allows for regeneration in the sciatic nerve [123]. 

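Of 34 genes of RNA processing and translation, 13 were lower and 5 higher by 2-fold in Rhod-ko at 8 weeks than in adult WT (median difference -0.10, percentile 0.07). The list holds Emg1, Lsm4, Syncrip, Tnpo1, Eif4g2 and Eif5a, which the paper names from these same arrays for their association with Emg1. Hnrnpk, Prpf8, Eif5 and Eif4a2 were also among the genes associated with Emg1 here. The comparisons with adult WT are therefore no independent test. At 25 weeks 9 were lower and 6 higher (0, percentile 41), in rd1 at 5 weeks 10 and 4 (0, percentile 41.3), and in rd1 at P13 4 and 2 against congenic FVB (median difference -0.16, percentile 0.42). Hnrnpk, which binds pre-mRNA, had medians of 1569, 10395 and 13678 in Rhod-ko at 8 and 25 weeks and rd1 at 5 weeks, against 34304 in adult WT. Prpf8, the core of the spliceosome, had 167, 1925 and 716 against 18084. Snrpd3, another spliceosome gene, was higher at 8 weeks (5967 against 158). Per cell, 15, 22, 22, 16 and 17 of the 34 were on in adult WT and 9 to 15 in Rhod-ko at 8 weeks, with 16 to 19 at 25 weeks. The congenic cells of the P13 comparison had most vascular markers on. In the comparison at 8 weeks 5 of 15 rod markers were higher, and cell 7 had 7 microglia and macrophage markers on. The 3' to 5' ratio of Gapdh was 3.95 to 18.2 at 8 weeks and 0.554 to 4.06 in adult WT.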

The observed downregulation of these genes involved in mRNA processing and transport in MGCs may therefore reflect a reduced differentiation potential [124], which is consistent with the absence of proliferation and dedifferentiation during photoreceptor cell death in RP. This will be a critical issue to address to be able to achieve progress in modifying MGCs as a therapeutic approach for retina degenerations.

**Figure 6:**
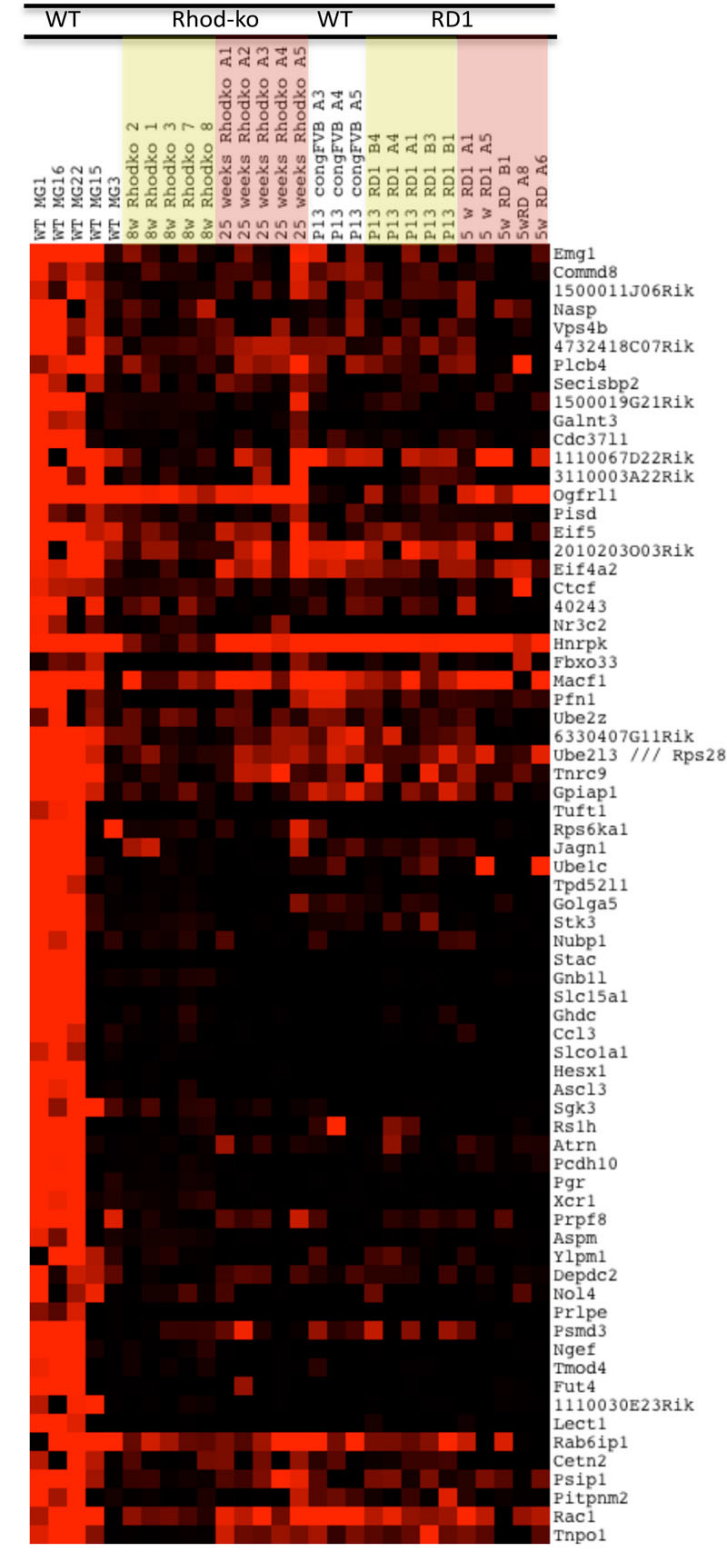
Gliosis–transcriptional profiles of genes associated with *Emg1*. All the top hits for genes coregulated with *Emg1* are shown in a heatmap. Signals from the Affymetrix chip have been scaled such that bright red represents >10,000, and black <1,000, varying shades of red the values in between.

**Figure 7:**
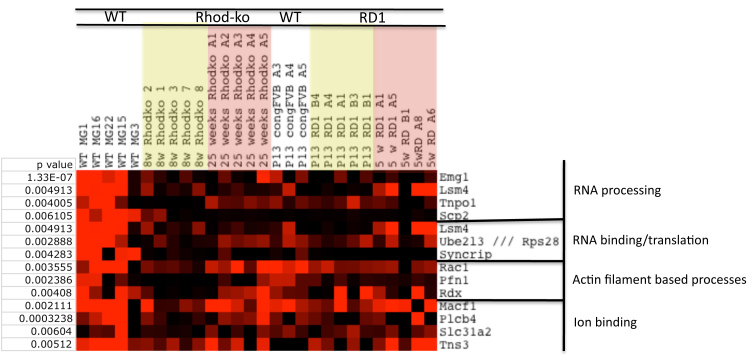
Gliosis–gene ontology grouping of genes associated with *Emg1*. A subset of these differentially expressed genes was grouped according to their function in a biologic processes.

### Conclusions

The data reported here provide a starting point for analyses of MGC function during retinal degeneration. Many hypotheses are possible given the number of functions likely performed by MGCs in normal and degenerating retinas. Although the heterogeneity inherent in WT MGCs, as well as the potential heterogeneity in response to injury, makes a statistical analysis and validation difficult to perform, functional tests for some pathways are suggested by the data discussed above.

## Appendix 1. Full Affymetrix data set.

Signal levels of all 28 MGC arrays are represented in an Excel table. To access the data, click or select the words “Appendix 1.” This will initiate the download of a compressed (pdf) archive that contains the file. Signals from microarrays were processed by using Affymetrix Suite Software (MAS 5.0). The resulting data was exported as tab delimited text file. WT=wildtype, Rhod-ko=Rhodopsin knockout model, rd1=rd1 model, and cong FVB=congenic FVB. Time points chosen are > 21 days for WT, and 8 weeks and 25 weeks for the peaks of the two cell death waves in the Rhod-ko model. The corresponding time points in the rd1 are postnatal day (P) 13 and 5 w. MGCs from congenic FVB at P13 were also profiled as WT samples to closer age match the early cell death wave in the rd1 model.

## Appendix 2. Median expression distribution.

To access the data, click or select the words “Appendix 2.” This will initiate the download of a compressed (pdf) archive that contains the file. Multiple probe sets corresponding to a single gene were combined by selecting whatever probe set gave the highest value in a particular cell, and their median expression was calculated. From the distribution of median expression levels over all cells on the x-axis (logarithmic) an initial peak of low expressed genes (probably off) on the left can be observed followed by a tail on the right side (probably on). Red lines represent chosen threshold levels.

## Appendix 3. P value distribution for genes coregulated with the gliosis marker *Gfap.*

To access the data, click or select the words “Appendix 3.” This will initiate the download of a compressed (pdf) archive that contains the file. *Gfap* is represented with a green line. Other genes are shown for comparison. x-axis=p value threshold, y-axis=fraction of genes.

## Appendix 4. Genes with similar expression patterns to *Gfap*.

To access the data, click or select the words “Appendix 4.” This will initiate the download of a compressed (pdf) archive that contains the file. Multiple Affymetrix numbers for the same probeset (the same gene according to Affymetrix annotation) were collapsed using the maximum value for each array. Significance cut-off for P value was chosen as <0.01, corresponding to 281 gene hits. The first three columns contain the information on the genes. The remaining column contains the p-values for co-regulation between the gene in that row and the gene in the column title.

## Appendix 5. P values of genes associated with *Ccnd3*.

To access the data, click or select the words “Appendix 5.” This will initiate the download of a compressed (pdf) archive that contains the file. The cut off was set at <0.01. Gene information (Affymetrix ID and gene name) is shown in the first three columns. The remaining column contains the P values for co-regulation between the gene in that row and *Ccnd3*.

## Appendix 6. P values of genes associated with *Chx10*.

To access the data, click or select the words “Appendix 6.” This will initiate the download of a compressed (pdf) archive that contains the file. The cut off was set at <0.01. Gene information (Affymetrix ID and gene name) is shown in the first three columns. The remaining column contains the P values for co-regulation between the gene in that row and *Chx10.*

## Appendix 7. Genes with inverse expression patterns to *Gfap*.

To access the data, click or select the words “Appendix 7.” This will initiate the download of a compressed (pdf) archive that contains the file. *Emg1* was chosen as co-regulation marker. The significance cut off was set at 0.01. Gene information (Affymetrix ID and gene name) is shown in the first three columns. The remaining column contains the P values for co-regulation between the gene in that row and *Emg1*.

How the deposited data were processed for this re-analysis (not part of the article)

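The 28 arrays each measured the amplified cDNA of 1 cell picked as an MGC: 5 from adult WT retina, 5 from Rhod-ko at 8 weeks, 5 from Rhod-ko at 25 weeks, 3 from congenic FVB at P13, 5 from rd1 at P13 and 5 from rd1 at 5 weeks. The authors lysed single cells, reverse transcribed the RNA from an oligo dT primer, added a poly(A) tail and amplified the cDNA by 35 cycles of PCR. The cDNA was hybridized to Affymetrix Mouse Genome 430 2.0 arrays and read on a GeneChip Scanner 7G. The deposited values are signal intensities from MAS 5.0 on a linear scale, which the authors scaled to a trimmed mean of 500 per array. The version of the MAS software build is not given in the sources used here. Detection calls were not used here.

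All 45101 probe sets were read, 1262828 values with none missing. By the array annotation 34958 probe sets carry 1 gene symbol, 932 carry several and 9211 none. Only the first kind was used, which gives 18194 genes, and 34754 of these probe sets were matched to the RefSeq gene table by Entrez number. Genes without such a probe set were not analysed here. A gene took its highest probe set in each cell, as the paper's methods state, except that the main Gfap values, in the association too, came from the single probe set named in the Figure 1 legend.

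The 2% trimmed mean was checked on each array. Arrays were compared pairwise by Pearson r of log2 signals floored at 100, and arrays A5 and A6 of rd1 at 5 weeks were averaged to 1 cell. A gene was counted as on in a cell at a signal of at least 2,000. Group medians were compared after flooring at 1,000 and taking log2, and a gene was counted as higher or lower at a difference of 1 (2-fold). Rhod-ko at 8 weeks, Rhod-ko at 25 weeks and rd1 at 5 weeks were set against adult WT, and rd1 at P13 against congenic FVB at P13. No animal is named for any cell, so no test between conditions was run, and cell counts carry exact 95% binomial intervals that cover counting error only. A cell with 1 array gives no estimate of measurement error beyond the A5 and A6 pair.

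Gene lists written from general knowledge covered reactive gliosis, complement, interferon and antigen presentation, cytokines and chemokines, oxidative phosphorylation, cytosolic ribosomal proteins, glycolysis, glycogen metabolism, antioxidant and metal homeostasis, heat shock and the unfolded protein response, immediate early genes, cell cycle, retinal progenitors, cholesterol biosynthesis, integrins, extracellular matrix and proteoglycans, neurotrophic factors, MGC homeostasis, RNA processing and translation, multidrug resistance transporters, phagocytosis and sex-linked genes. Marker lists covered MGCs, rods, cones, bipolar, amacrine, horizontal and ganglion cells, microglia and macrophages, astrocytes, vascular cells and pigment epithelium. The lists also hold genes that the paper names from these data, such as Emg1, Lsm4 and Syncrip in the list of RNA processing and translation. The median difference of each list was placed among 10000 random lists of the same size, drawn in 20 bins of mean expression.

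For association the paper's methods state that values were equally distributed into 5 bins. This was read as bins of equal width: signals of each gene over the 28 arrays were divided into 5 bins between the lowest and highest value, with bins of equal occupancy as an alternative, tabulated against the bins of Gfap or Emg1, and tested by the two-sided Fisher's exact test. Genes for Gfap needed a median of at least 2,000 over all arrays, and genes for Emg1 a signal of at least 2,000 in at least 3 of 5 adult WT cells. The threshold was p under 0.01, and Benjamini-Hochberg adjusted values were computed. The same count was made for 200 genes drawn at random as the index gene. Genes are named in the text if the paper names them or prints them in Figures 1, 2 or 7, if they were among the 10 with the largest higher or lower difference without overlap between the cells of the 2 groups, if they had one of the 15 smallest p-values, or if they were the largest differences of a list.

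Alternatives tried were 1 probe set per gene, quantile normalization, scaling to the same 90th percentile, floors of 500 and 2,000, group means, thresholds of 500, 1,000 and 10000 for Gfap, the highest of the Gfap probe sets, bins on the log2 scale or of equal occupancy, other filters, congenic FVB as the control of rd1 at 5 weeks, and leaving out each cell or group. A5 and A6 as separate cells, the second Gfap probe set and p under 0.05 were added later. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used. The steps were tested on simulated data: 200 of 18194 genes shifted by 3 (log2) gave back a median shift of 3 with 177 at or above 1, a list of 40 shifted genes lay at percentile 100, and 40 of 40 unshifted lists lay between percentiles 2.5 and 97.5. In the association step 200 of 200 genes made to follow the index gene were found, and 11 (Emg1) and 8 (Gfap) of 1505 shuffled genes had a p under 0.01.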

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

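The tests on the number of genes on per P13 cell, on age, strain and mutation, on the peak of rod death and on the genes associated with Emg1 were chosen only after the results were seen. Over 38 combinations of a measure and a group, 9 values lay far from those of the other cells of their group. A cell can hold more than 1 of these values. Of the 9 values, 6 stand out only as marker counts 1 or 2 away from the same count in every other cell of the group. Chance gives about 1 in 20 for continuous values, a rate that does not hold for such counts.

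The rd1 P13 cell B3 had a median of all probe sets of 59.8, against 37.4 to 43.4 in the other 4 cells. Of the 19 MGC markers, Rhod-ko 25 weeks A3 had 19 on and the other 4 cells 17 each, and rd1 5 weeks B1 had 17 and the other 3 cells 18 each. Of the 11 vascular markers, Rhod-ko 8 weeks cell 8 had 3 on and the others 2 each, and rd1 5 weeks A8 had 0 and the others 2 each. Of the microglia and macrophage markers, Rhod-ko 8 weeks cell 7 had 7 on against 0 or 1 in its group, and Rhod-ko 25 weeks A3 and rd1 P13 A4 had 1 against 0. The log2 Gfap signal of Rhod-ko 25 weeks A3 was 14.87, and its group otherwise ended at 10.82.

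In Gapdh, Rpl13a, Rpl37a and Ran, all Rhod-ko cells of 1 age lay above every adult WT cell and all cells of the other age below, a difference that was not tested. The arrays of the 2 ages also differed in range. The highest signal of any gene was 287791 to 756546 at 8 weeks and 46944 to 55307.5 at 25 weeks. The BioB control had 20466 to 50599.5 and 4141 to 5923. An effect of age cannot be told apart from this difference between the arrays. The log2 difference at 8 weeks and at 25 weeks was 1.13 and -0.95 for Gapdh (2.08 between them), 1.54 and -0.44 for Rpl13a (1.98), 1.90 and -1.05 for Rpl37a (2.95) and -2.91 and 0.99 for Ran (-3.90). Of 22 immediate early genes, 18, 15 and 14 were on in Rhod-ko 25 weeks cells A1, A3 and A4, against 6 in A2 and A5 and 3 to 7 in adult WT.

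In the 3 congenic FVB cells and rd1 P13 cells A1 and B1, most vascular markers were on and few MGC markers. Of 30 endothelial genes listed before the test, 66.7% were on in congenic A3 and A4, 70% in A5, 83.3% in rd1 A1 and 70% in B1, against at most 6.67% in the other 22 cells and 3.33% in adult WT, which is consistent with the hypothesis of an endothelial cell, or RNA of one, on these arrays, as cells were picked by shape without a sort. Weak amplification is argued against by 2927 or more genes on in each of the 5 cells, where the other 3 rd1 P13 cells had 2841 or more. An effect of age or strain alone is argued against by those 3 cells, which share both and had 15 to 17 MGC markers on. For rd1 A1 and B1 this covers the mutation too. For the congenic cells, which lack the mutation, rd1 cells cannot decide on an effect of genotype. The 5 cells were themselves set apart by their marker counts. A picked endothelial cell and an MGC with endothelial RNA remain open, and since all 3 congenic controls are among the 5 cells, no P13 difference can be given without them.

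The median log2 difference of the genes of oxidative phosphorylation was 1.30 in Rhod-ko at 8 weeks against adult WT. As hypotheses, signal concentrated in fewer genes on the Rhod-ko arrays is argued against as the whole cause by 1.27 after quantile normalization, and RNA of a microglial cell in cell 7 by 1.22 without that cell. The 3' to 5' ratio was 3.95 to 18.2 for Gapdh and 0.528 to 205 for actin in the 8 weeks cells. In adult WT it was 0.554 to 4.06 and 0.0829 to 2.63. Whether this difference between the arrays contributes was not tested, so it stays open. Transcripts missing from some adult WT arrays cannot be told apart from a difference of all of them: against single adult WT cells the difference was 0.92 for MG1, 0.53 for MG16, 2.23 for MG22, 1.14 for MG15 and 1.13 for MG3. The peak of rod death may be a cause, and stays open too, since the 0.25 in rd1 at P13 rests on congenic cells with vascular markers. The adult WT arrays came from an earlier study, so study, genotype and age go together there.

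Genes associated with Emg1 had been chosen for signal in adult WT cells and for following Emg1, so shares above every mutant cell (at most 40.8%) in 4 of 5 adult WT cells were largely set by that choice, and the hypotheses below have no independent test. A loss in mutation or degeneration stays open: adult WT cell MG3 had 18.3% of the genes on, and the unmutated congenic cells 24.3 to 27.8%, all within the range of the mutant cells, but the congenic cells differ in age and had most vascular markers on. A difference in array or amplification among the adult WT cells also stays open: the 4 cells had at most 34 ribosomal protein genes on, and the other cells 30 to 38. Why genes such as Prl7a1, Zp2 and Sftpa1, in neither the MGC nor the RNA list, were among the associated genes was not tested. The 2 hypotheses cannot be told apart with 5 adult WT cells from 1 earlier study.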

How the results depend on the processing

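The tests with A5 and A6 as separate cells, with 27 cells, with the second or highest Gfap probe set in the association, and with p under 0.05 were chosen only after the results were seen. No paired analysis was possible because cell names shared between conditions mark no shared animal, litter or day and no test between conditions was run. Every condition is 1 sample of 3 to 5 cells, adult WT cells came from an earlier study, rd1 at 5 weeks differs from its control in strain, and the P13 controls had most vascular markers on. Of 294 differences of named genes of at least 1 (log2), 274 kept their sign under every setting run for them and 20 did not. Of 132 medians of lists 1 changed sign. That count says little about stability, since most of the 132 medians were 0 and a median under 0.1 was given no sign. Congenic FVB as control and A5 and A6 as separate cells apply to rd1 at 5 weeks alone, 69 of the 294 gene differences and 33 lists. Below, the cause of a changed value was not tested unless it is stated.

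Gfap in rd1 at 5 weeks was on in 100% of cells by the highest of its probe sets, by the second probe set, and by the highest with the 28 arrays counted apart. Genes associated with Gfap, 19 in the main count, were 0 at an adjusted p under 0.05, 124 at p under 0.05, 44 after quantile normalization, 45 with the same 90th percentile, 34 with a median of at least 500 and 12 without the adult WT cells. With the highest probe set they were 87, at p under 0.05 201, with 27 cells 81, with a median of at least 500 110 and after quantile normalization 54, and with the second probe set 93. Leaving out 1 cell gave 11 (without Rhod-ko 8 weeks cell 8) to 39 (without cell 2).

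Genes associated with Emg1, 169 in the main count, were 1 at an adjusted p under 0.05, 398 at p under 0.05, 439 with the same 90th percentile, 46 with bins on the log2 scale, 27 with bins of equal occupancy, 34 with a median filter over all cells, 14 without the adult WT cells, and 466 with at least 1,000 in 3 of 5 adult WT cells and p under 0.05. Leaving out 1 cell gave 49 (without adult WT MG1) to 200 (without congenic A3), and 69 without MG16.

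With the same 90th percentile the median of MGC markers was -2.22 in Rhod-ko at 8 weeks and -2.16 at 25 weeks, that of oxidative phosphorylation at 25 weeks -0.47, Ccnd3 at 8 weeks -0.12, and at 25 weeks Gstt1 -0.0292 and Ldhb -0.0754. After quantile normalization MGC markers at 25 weeks had -0.0383 and interferon genes at 8 weeks 0.80. With a floor of 500 interferon genes at 8 weeks had 1.21 and astrocyte markers in rd1 at P13 2.16, and with a floor of 2,000 the latter had 0.16 and interferon genes in rd1 at 5 weeks 0.0376, as a lower floor widens differences from silent genes by construction. By group means Tmx1 at 25 weeks had -0.41 and Tpi1 0.50.

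Against congenic FVB, rd1 at 5 weeks had a median of 0 for interferon genes and differences of -1.10 for Plec, -0.37 for Ldha, -1.95 for Tnfaip1, 0.54 for Cxcl16, 4.59 for Aqp4, -2.65 for Calr, 0.0736 for Macf1, 2.86 for Tns3, -0.37 for Atp5e, -0.25 for Ppp1cc, -0.28 for Rps26 and 0.73 for Fbxo2. With A5 and A6 counted separately interferon genes had 0 and Atp5mpl 0.46. Leaving out 1 cell gave -0.10 to 3.13 for Tpi1 in Rhod-ko at 8 weeks, -0.39 to 1.58 for Tmx1 and -1.15 to 1.06 for Tpi1 at 25 weeks, -1.95 to 0.31 for Rdx in rd1 at P13, and in rd1 at 5 weeks 0 to 0.61 for interferon genes (0.32 without A5/A6), -0.11 to 3.03 for Tnfaip1 and -2.60 to 0.58 for Atp5mpl.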

Differences from the paper's values

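The tests with p under 0.05, with the second Gfap probe set, with 27 cells or 28 separate arrays, and with the highest Gfap probe set in the association were chosen only after the results were seen. The paper reports Gfap in 5 of 5 cells of rd1 at 5 weeks, and here it was on in 2 of 4 cells by the probe set of the Figure 1 legend. Among the alternatives set before the data were examined, the highest of all Gfap probe sets reaches the paper's value with 4 of 4, while thresholds of 500, 1,000 and 10000, quantile normalization and the same 90th percentile do not. The second probe set (4 of 4) and the highest probe set over 28 arrays (5 of 5) reach it too, were chosen after seeing the values and drop 0 of the paper's 5 cells. By the highest probe set Gfap was also on in 1 of 5 adult WT cells, for which the paper reports 0.

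The paper counts 281 genes with p under 0.01 with Gfap, and here 19 of 1505 had one. None of the alternatives set before the data were examined comes within 1.5 times of the paper's count, the bound used here: 1 probe set per gene gave 16, quantile normalization 44, the same 90th percentile 45, bins on the log2 scale 23, bins of equal occupancy 23, medians of at least 500 and 1,000 gave 34 and 26, leaving out adult WT 12 and Rhod-ko at 8 weeks 28, and an adjusted p under 0.05 gave 0. The highest Gfap probe set with p under 0.05 gave 201, below the paper's count but within 1.5 times of it at another p threshold than the paper's, was chosen after seeing the values and drops 1 of 26 genes that the figures print for Gfap. At the paper's p threshold the highest probe set gave 87, 25 of the 26 among them, and the single probe set had 3 of the 26.

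The paper counts 573 genes with p under 0.01 with Emg1, and here 169 of 1384 had one. Of the alternatives set before the data were examined, only the same 90th percentile comes within 1.5 times of the paper's count, with 439 of 1770 genes, and stays below it. The others do not: 1 probe set per gene 158, quantile normalization 168, bins on the log2 scale 46, bins of equal occupancy 27, at least 1,000 in 3 of 5 adult WT cells 180, a median filter over all cells 34, without adult WT 14, without Rhod-ko at 8 weeks 134 and an adjusted p under 0.05 1. At p under 0.05 the counts were 398, and 466 with at least 1,000 in 3 of 5 adult WT cells. Both stay below the paper's count but within 1.5 times of it, at another p threshold than the paper's, and were chosen after seeing the values. Of the genes that the paper prints for Emg1, 15 were checked. Both counts drop 4 of these, as the main count does: Eif4g2, Eif5a, Rps28 and Ube2l3, the last not analysed here. Ube2z, which the paper prints too, was not among the 15 and is in the main count (p 0.0025 from Fisher's exact test).

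The paper reports Sox4 in 1 cell of Rhod-ko at 25 weeks, and here it was on in 2. The paper reports that 3 of 9 cells with Pcna had Pax6, and here 7 of 9 had it. No alternative was run for these 2 counts.

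The paper states that heme oxygenase was upregulated in degeneration. Hmox1 was on in congenic A5 alone (2713), and Hmox2 had a higher median in Rhod-ko at 8 weeks (4761) than in adult WT (233). The paper states that nitric oxide synthase was upregulated at early stages, and Nos3 was on in 3 of 3 congenic cells and in 2 of 5 rd1 cells at P13, and in 1 of 5 Rhod-ko cells at 8 weeks. The paper states that some gliotic cells can upregulate nestin, and of the 4 cells with Nes on 2 were congenic, with the highest in A5 (14241). Cd44, which the paper finds raised in cone degeneration, was on in all cells of both late groups. Its medians were higher than in adult WT (1.61 in Rhod-ko at 25 weeks and 3.17 in rd1 at 5 weeks), as the paper states. It was also on in 3 of 5 adult WT cells, MG3 at 2071, MG16 at 8420.2 and MG22 at 10549. The last 2 lay above the median of Rhod-ko at 25 weeks (6309). The paper finds no gene of reactive astrocytes or microglia in its profiles, and Rhod-ko 8 weeks cell 7 had 7 microglia and macrophage markers on, with Csf1r at 118151. Multidrug transporters, absent from the paper's data, were on in some cells, such as Abcg2 in congenic A3 (13854). Serpinf1 was on in 5 cells and Igf1 in 1 (7428), where the paper finds neither expressed, while Bdnf, Fgf2, Gdnf and Lif were on in none.

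The paper finds homeostatic genes other than Kctd2 unchanged, and in Rhod-ko at 8 weeks Car2 and Aqp4 differed from adult WT by -3.97 or lower and -3.68, Glul by -1.52 and Rlbp1 by at least 6.76, the last 4.07 by group means with adult WT MG15 and MG3 at 109338 and 149346. In the same order the values were 0.02, -1.96, -1.23 and at least 5.45 at 25 weeks. In rd1 at 5 weeks they were 0.07, -1.32, 0.02 and at least 6.33. No gene in the Rhod-ko cells at 25 weeks had a signal above 55307.5. This is below the adult WT medians of Aqp4 and Glul, so the -1.96 and -1.23 were bound to be negative and cannot decide on a change. The 5.45 became 2.68 by group means and 2.07 without MG1, MG16 or MG22, and the 6.33 rests on the same adult WT cells. Car2 in both groups and Glul in rd1 go the paper's way. Car2 ranged from 22.7 to 49972 in adult WT, however, and its median there is that of MG22 (15627) alone. Glul stayed on in all 27 cells, as the paper states. Among genes that the paper ties to Gfap, Plec ranked 22 of 1505, but Sod1 ranked 438, Kctd2 432 and Cp 896, and Itgav 139, or 384, 213, 269 and 38 with the highest Gfap probe set. Sod1, which the paper finds increased, differed by -0.33 in rd1 at 5 weeks and -0.49 at P13, and by 1.85 in Rhod-ko at 8 weeks. Tnfaip1, which the paper reports as upregulated in cells of RP retinas without naming a stage, had a higher median in Rhod-ko at 8 weeks. At 25 weeks Tnfaip1 was on in 1 of 5 cells. Mmd2 is taken here for the gene that the paper prints as Mdm2, and Ackr4 is its Ccrl1. Mmd2, Ik and Ackr4, described as upregulated, differed in Rhod-ko at 8 weeks by -0.44, -0.53 and -1.40 or lower. At 25 weeks they differed by -0.52, -2.45 and 0.48. In rd1 the values were at least 2.51, 0.55 and -1.25 at P13, and -0.15, -0.01 and 0.96 at 5 weeks. Ackr4 ranged from 65.3 to 6835.5 in adult WT, with 3 of 5 cells on. Ackr4 was highest in congenic FVB, with a median of 16037. Xcr1, found in WT cells by the paper, was on there in MG1, MG16 and MG22.

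The paper describes Bmpr2 as high across mutants, and it was on in 12 of 19 mutant cells, with medians of 3859 in Rhod-ko at 25 weeks and 7435 and 7588 in rd1 at P13 and 5 weeks, but 984 in Rhod-ko at 8 weeks with 1 of 5 cells on, against 10030.0 in adult WT. Btg2, which the paper finds high in Rhod-ko at the early stage, was on in 1 of 5 cells there (median 1075), and in 4 of 5 at 25 weeks, where the paper finds it high too. Id3, described as high in all cells, was 1372 in Rhod-ko 8 weeks cell 8 and on in the other 26. Hspd1, described as high in most cells of degenerating retina, was on in 0 of 5 Rhod-ko cells at 8 weeks, 2 of 5 at 25 weeks, 3 of 5 rd1 cells at P13 and 1 of 4 at 5 weeks. Classic progenitor genes, described as more widely expressed at the late stage, were on at 6 to 9 of 24 per rd1 cell at 5 weeks and 5 to 12 at P13, while Rhod-ko cells had 4 to 8 at 8 weeks and 9 to 12 at 25 weeks. Rps28, listed with genes that go down with Emg1, was on in 2 of 5 adult WT cells. The paper names the early Rhod-ko stage week 6 in 1 place and the early rd1 stage P12 in another, where the samples are labelled 8 weeks and P13.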

Other observations

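The settings with A5 and A6 counted separately are tests chosen only after the results were seen. Some genes of antigen presentation had higher medians in adult mutant cells than in adult WT. Of 18 interferon and antigen presentation genes, 7 were at least 2-fold higher and none lower in Rhod-ko at 8 weeks (median difference 0.21, percentile 99.5), 6 and none at 25 weeks (0, percentile 47.2), and 7 and none in rd1 at 5 weeks (0.64, percentile 99.91), the last 0 with A5 and A6 counted separately and 0 against congenic FVB. H2-K1 differed by at least 2.38, at least 2.76 and at least 3.03 in these groups, and B2m by at least 1.47, at least 4.31 and at least 2.44. In rd1 at P13 6 were lower than in congenic FVB (-0.19, percentile 0.605), whose cells had most vascular markers on, with Ifitm3 at -4.97 or lower. Rhod-ko 8 weeks cell 7 had 7 microglia and macrophage markers on. It had 5 of the 18 genes on, and cells 2, 1, 3 and 8 had 10, 7, 7 and 8. At 8 weeks 5 of 15 rod markers were higher, and the 3' to 5' ratio of Gapdh was 3.95 to 18.2, against 0.554 to 4.06 in adult WT.

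Some immediate early genes had higher medians in Rhod-ko at 25 weeks, with 9 of 22 higher and 1 lower (0.32, percentile 98.2), Dusp1 by at least 4.84 and Egr1 by at least 4.76. At 8 weeks none was higher and 4 were lower (percentile 48.7), Fos by -4.28 or lower. In rd1, 5 were higher and 4 lower at P13 (percentile 51.7), and none and 2 at 5 weeks (percentile 43.1), with a median of 0 in these 3. Adult WT cells had Fos at 90168, 21689, 5009.5, 19402 and 374 in MG1, MG16, MG22, MG15 and MG3.

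Apoe, on in all adult WT cells, was on in 1 of 5 Rhod-ko cells at 25 weeks (2033 in A3) and in no P13 cell of either strain, while rd1 cells at 5 weeks had a median of 50692. Among genes without overlap between the cells of the groups, Rps3a1 differed from adult WT by at least 4.53 in Rhod-ko at 25 weeks and at least 5.44 in rd1 at 5 weeks, and Frzb, a Wnt binding protein, by at least 4.43 in the latter. Tpt1 and Pdpn differed by at least 6.75 and at least 6.19 in Rhod-ko at 8 weeks, although adult WT MG15 and MG3 had both on at lower signals. Bves, an adhesion gene, was lower by these medians in all 3 groups, with -4.73, -4.95 or lower and -4.06, where rd1 5 weeks B1 overlapped adult WT, and Pax6os1 was -4.25 or lower in each. At P13 the bipolar cell gene Pcp2 was higher in rd1 (at least 3.90) and the endothelial gene Ramp2 lower (-4.52 or lower).

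Rod genes were higher in Rhod-ko at 8 weeks in 5 of 15 cases and lower in none, with Sag at 5115, 61069.6, 192, 54428 and 33269 in cells 2, 1, 3, 7 and 8. At 25 weeks 2 were higher, in rd1 at P13 2 were higher and 1 lower, and at 5 weeks none differed by 2-fold. Of 10 cone markers 2 were higher in rd1 at 5 weeks and none in the other groups. Bipolar markers were higher in 2 of 10 cases in Rhod-ko at 25 weeks, 2 in rd1 at P13 and 1 at 5 weeks, and lower in 1 in Rhod-ko at 8 weeks and 1 in rd1 at 5 weeks. Amacrine markers were higher in 1 of 10 cases in each rd1 group, ganglion cell markers in 2 of 11 in Rhod-ko at 25 weeks, 3 in rd1 at P13 and 2 at 5 weeks, and none of 6 horizontal cell markers differed. Of 8 pigment epithelium markers 1 was higher in Rhod-ko at 8 weeks, and none of 17 microglia markers had a group median that differed by 2-fold. Vascular markers were higher in 2, 1 and 1 of 11 cases in the groups set against adult WT, and in rd1 at P13 6 were lower (-1.47, percentile 0.01).

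Xist, which marks cells of females, was on in all 8 P13 cells (2021 to 21893) and at most 671 elsewhere, while the Y-linked Eif2s3y was on in 8 of the 19 adult cells and in no P13 cell. Of 5 sex-linked genes, 1 was higher in Rhod-ko at 25 weeks and none differed in the other comparisons. Insig1, a brake on cholesterol synthesis, was lower in Rhod-ko by these medians, -2.02 at 8 weeks and -2.96 or lower at 25 weeks. Of 17 cholesterol genes, 1 was lower in Rhod-ko at 8 weeks, 2 were higher and 1 lower at 25 weeks, 2 and 2 in rd1 at P13, and 1 and 1 at 5 weeks.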
